# A Shh-Foxf-Fgf18-Shh Molecular Circuit Regulating Palate Development

**DOI:** 10.1371/journal.pgen.1005769

**Published:** 2016-01-08

**Authors:** Jingyue Xu, Han Liu, Yu Lan, Bruce J. Aronow, Vladimir V. Kalinichenko, Rulang Jiang

## Abstract

Cleft palate is among the most common birth defects in humans. Previous studies have shown that Shh signaling plays critical roles in palate development and regulates expression of several members of the forkhead-box (Fox) family transcription factors, including Foxf1 and Foxf2, in the facial primordia. Although cleft palate has been reported in mice deficient in *Foxf2*, whether Foxf2 plays an intrinsic role in and how Foxf2 regulates palate development remain to be elucidated. Using Cre/loxP-mediated tissue-specific gene inactivation in mice, we show that Foxf2 is required in the neural crest-derived palatal mesenchyme for normal palatogenesis. We found that *Foxf2* mutant embryos exhibit altered patterns of expression of *Shh*, *Ptch1*, and *Shox2* in the developing palatal shelves. Through RNA-seq analysis, we identified over 150 genes whose expression was significantly up- or down-regulated in the palatal mesenchyme in *Foxf2*^*-/-*^ mutant embryos in comparison with control littermates. Whole mount *in situ* hybridization analysis revealed that the *Foxf2* mutant embryos exhibit strikingly corresponding patterns of ectopic *Fgf18* expression in the palatal mesenchyme and concomitant loss of *Shh* expression in the palatal epithelium in specific subdomains of the palatal shelves that correlate with where *Foxf2*, but not *Foxf1*, is expressed during normal palatogenesis. Furthermore, tissue specific inactivation of both *Foxf1* and *Foxf2* in the early neural crest cells resulted in ectopic activation of *Fgf18* expression throughout the palatal mesenchyme and dramatic loss of *Shh* expression throughout the palatal epithelium. Addition of exogenous Fgf18 protein to cultured palatal explants inhibited *Shh* expression in the palatal epithelium. Together, these data reveal a novel Shh-Foxf-Fgf18-Shh circuit in the palate development molecular network, in which Foxf1 and Foxf2 regulate palatal shelf growth downstream of Shh signaling, at least in part, by repressing *Fgf18* expression in the palatal mesenchyme to ensure maintenance of *Shh* expression in the palatal epithelium.

## Author Summary

Cleft lip and/or cleft palate (CL/P) are among the most common birth defects in humans, occurring at a frequency of about 1 in 500–2500 live births. The etiology and pathogenesis of CL/P are complex and poorly understood. Generation and analysis of mice carrying targeted null and conditional mutations in many genes have revealed that functional disruption of each of more than 100 genes could cause cleft palate. However, how these genes work together to regulate palate development is not well understood. In this study, we identify a novel molecular circuit consisting of two critical molecular pathways, the fibroblast growth factor (FGF) and Sonic hedgehog (SHH) signaling pathways, and the Forkhead family transcription factors Foxf1 and Foxf2, mediating reciprocal epithelial-mesenchymal signaling interactions that control palatogenesis. As mutations affecting each of multiple components of both the FGF and SHH signaling pathways have been associated with CL/P in humans, our results provide significant new insight into the mechanisms regulating palatogenesis and cleft palate pathogenesis.

## Introduction

The mammalian secondary palate develops from the oral side of the embryonic maxillary processes as a pair of outgrowths, which initially grow vertically to form the palatal shelves flanking the developing tongue. As development proceeds, the palatal shelves reorient to the horizontal position above the dorsum of the tongue, grow towards and subsequently fuse with each other at the midline to form the roof of the oral cavity. Genetic or environmental perturbations of any of these developmental processes, including palatal shelf growth, elevation and fusion, cause cleft palate, one of the most common congenital birth defects in humans [1–4].

Previous studies have shown that palatal shelf growth is regulated by reciprocal signaling interactions between the epithelium and the underlying neural crest-derived mesenchyme. At the onset of the palatal outgrowth, the secreted signaling molecule Sonic hedgehog (Shh) is expressed in the oral epithelium [5]. Shh is a mitogen and promotes cell proliferation in many embryonic and adult tissues [6]. Explant culture assays indicate that exogenous Shh protein stimulates palatal mesenchyme proliferation [7, 8]. Tissue-specific inactivation of the *Smoothened* (*Smo*) gene, which encodes a transmembrane protein required for transduction of the Shh signaling, in the early cranial neural crest cells resulted in complete absence of secondary palate structures in the *Smo*^*c/n*^*;Wnt1-Cre* mutant mice [9]. Moreover, tissue-specific inactivation of *Shh* in the oral epithelium or *Smo* in the early palatal mesenchyme resulted in defects in palatal shelf growth in the mutant mouse embryos [3, 8, 10]. Whereas the mechanism by which Shh signaling regulates palatal mesenchyme cell proliferation is incompletely understood, Shh signaling regulates palatal epithelial cell proliferation indirectly through, at least in part, activation of the fibroblast growth factor Fgf10 in the palatal mesenchyme [8]. Remarkably, in addition to regulating palatal epithelial cell proliferation, both Fgf10 and its epithelial receptor Fgfr2b are required for maintenance of *Shh* expression in the developing palatal epithelium [8]. Thus, Shh and Fgf10 signaling pathways function in a positive feedback loop to control palatal shelf growth [10].

In addition to its interaction with Fgf10 signaling, Shh signaling has also been shown to cooperate with Bmp signaling to regulate palatal shelf growth. In palatal explant culture assays, exogenous Shh protein induces *Bmp2* mRNA expression [7]. Tissue-specific inactivation of *Smo* in the palatal mesenchyme caused down-regulation of *Bmp2* expression in the anterior palatal mesenchyme [10], indicating that Shh signaling is required for maintenance of *Bmp2* expression during normal palatogenesis. Bmp signaling plays a critical role in anterior palatal shelf growth, as targeted deletion of *Bmpr1a*, encoding a type I receptor for Bmp ligands, in either the early neural crest or in the early palatal mesenchyme resulted in cleft of the anterior palate [11, 12]. Moreover, mice lacking the homeobox transcription factor Msx1 exhibit complete cleft palate that could be rescued by transgenic expression of *Bmp4* driven by the *Msx1* gene promoter [7]. During palatal shelf growth, the *Msx1*^*-/-*^ mutant mouse embryos showed reduced expression of *Bmp4* in the anterior palatal mesenchyme as well as reduced expression of *Shh* in the anterior palatal epithelium, in comparison with wildtype embryos [7]. Transgenic *Bmp4* expression in the anterior palatal mesenchyme was sufficient to restore *Shh* expression in the anterior palatal epithelium in the *Msx1*^*-/-*^ embryos, suggesting that Bmp4 acts downstream of Msx1 in the anterior palatal mesenchyme to maintain *Shh* expression in the anterior palatal epithelium [7].

The forkhead-box (Fox) family proteins form a large family of DNA-binding transcription factors [13, 14]. Through comparative transcriptional profiling of E10.5 embryonic head tissues of *Shh* mutant and control mouse embryos, Jeong et al. (2004) found that expression of several Fox family genes, including *Foxc2*, *Foxd1*, *Foxd2*, *Foxf1*, and *Foxf2*, in the neural crest derived facial mesenchyme was dependent on Shh signaling and suggested that these Fox family transcription factors might be key mediators of Hh pathway function in craniofacial development [9]. Both *Foxf1* and *Foxf2* are expressed in the developing palatal mesenchyme in wildtype mouse embryos and tissue-specific deletion of *Smo* also caused significant reduction in expression of *Foxf1* and *Foxf2* in the palatal mesenchyme [10, 15]. Foxf1 and Foxf2 display highly conserved amino acid sequences in the Forkhead DNA binding domain (100% identical in mouse and 97% identical in human FOXF subfamily) [16–18]. Whereas mouse embryos lacking Foxf1 function die during midgestation due to severe defects in the extraembryonic mesoderm [19], mice lacking Foxf2 die shortly after birth with a cleft palate phenotype [15]. Mutations in *FOXF2* have also been associated with cleft palate in humans [20]. However, how Foxf2 regulates palate development remains to be elucidated.

In this study, we show that *Foxf1* and *Foxf2* exhibit partially overlapping patterns of expression during palate development, with *Foxf2* expressed more broadly than *Foxf1* along the anterior-posterior axis of the developing palatal shelves. By using *Cre/loxP* mediated conditional gene inactivation, we demonstrate that the Foxf1 and Foxf2 transcription factors act partly redundantly to control palatal shelf growth through a novel Foxf-Fgf18-Shh regulatory circuit.

## Results

### *Foxf2* is required in the neural crest-derived palatal mesenchyme for normal palatal shelf growth

Wang et al. (2003) reported that *Foxf2*-deficient mice die shortly after birth and exhibit cleft palate. Although Wang et al. (2003) detected *Foxf2* mRNA expression in the developing palatal shelves in wildtype mouse embryos, they found that *Foxf2* mRNAs were more abundantly expressed in the muscle layers of the developing tongue and suggested that the cleft palate defect in *Foxf2*^*-/-*^ mice might be secondary to defects in tongue movement because the tongue did not properly descend in the mutant embryos [15]. To determine whether Foxf2 plays an intrinsic role in palate development, we generated mice with tissue-specific inactivation of *Foxf2* in the cranial neural crest lineage or in the developing palatal mesenchyme using mice carrying a loxP-flanked *Foxf2* conditional allele (*Foxf2*^*c*^) [21]. The *Wnt1-Cre* transgenic mice have been shown to exhibit Cre recombinase activity in the premigratory neural crest cells that give rise to most of the non-muscle mesenchyme in the craniofacial tissues [22–24]. On the other hand, the *Osr2*^*IresCre/+*^ mice exhibit highly specific expression of the Cre recombinase in the *Osr2*-expressing palatal mesenchyme cells and with no Cre activity in the muscle cells of the developing tongue [10, 25]. We found that both *Foxf2*^*c/-*^*Wnt1-Cre* and *Foxf2*^*c/-*^*Osr2*^*IresCre/+*^ mice have complete penetrance of cleft palate and many of the mutant embryos showed failure of palatal shelf elevation, similar to the cleft palate phenotype in mice with constitutive inactivation of the *Foxf2* gene (*Foxf2*^*-/-*^), (Fig 1). These results suggest that Foxf2 function is required in the palatal mesenchyme for normal palatogenesis.

**Fig 1:**
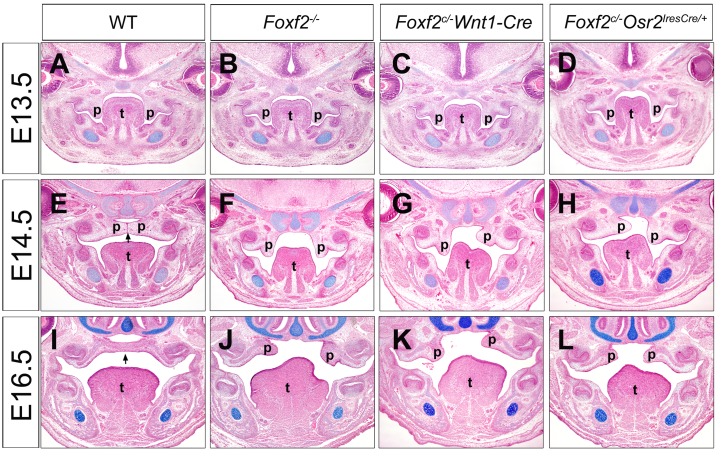
Histological analysis of palate developmental defects in *Foxf2* mutant mouse embryos. Representative frontal sections of wildtype (A, E, I), *Foxf2*^*-/-*^ (B, F, J), *Foxf2*^*c/-*^*Wnt1-Cre* (C, G, K), and *Foxf2*^*c/-*^*Osr2*^*IresCre/+*^ (D, H, L) embryos at E13.5 (A-D), E14.5 (E-H) and E16.5 (I-L). p, palatal shelf; t, tongue.

To investigate whether Foxf2 function is required for palatal shelf growth, we performed BrdU incorporation assays in E13.5 embryos. Since the developing palatal shelves exhibit morphological and molecular heterogeneity along the anterior-posterior and oral-nasal axes [1], we analyzed the BrdU-labeling index separately for the oral and nasal halves of the palatal shelves in each of the anterior, middle, and posterior sub-regions, with the middle region corresponding to that flanked by the maxillary first molar tooth buds (Fig 2A–2F). We found that *Foxf2*^*-/-*^ mutant embryos exhibited significant reduction in cell proliferation in the anterior region, nasal half of the middle region, and the posterior region of the palatal mesenchyme (Fig 2G). These data confirm an intrinsic role for Foxf2 in palate development.

**Fig 2:**
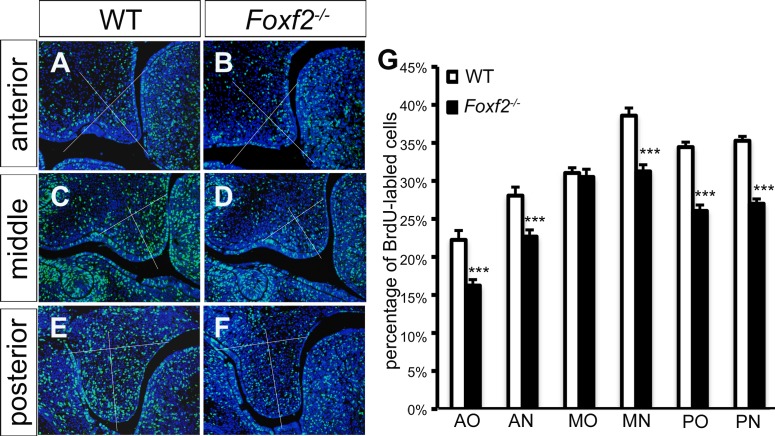
Analysis of cell proliferation in the developing palate in E13.5 *Foxf2*^*-/-*^ and wildtype embryos. (A-F) Representative images of sections through the anterior (A, B), middle (C, D) and posterior (E, F) regions of the palate in wildtype (A, C, E) and *Foxf2*^*-/-*^ mutant (B, D, F) embryos showing distribution of immunostained BrdU-labeled nuclei (green). Sections were counterstained with DAPI (blue). White line divides the palatal shelf into oral and nasal sides for cell counts. (G) The percentage of BrdU-labeled cells in the E13.5 palatal mesenchyme (***p<0.001). AO, oral half of the anterior region; AN, nasal half of the anterior region; MO, Oral half of the middle region; MN, nasal half of the middle region; PO, oral half of the posterior region; PN, nasal half of the posterior region.

### Differential molecular effects of Foxf2 deficiency along the anterior-posterior axis of the developing palatal shelves

To gain insight into the molecular mechanisms mediating Foxf2 function in palate development, we analyzed whether the expression patterns of a number of genes known to play critical roles in palate development were altered in the *Foxf2*^*-/-*^ mutant palatal shelves. Shh signaling has been shown to regulate palatal shelf growth and *Shh* mRNA expression marks the palatal rugae, the epithelial ridges that form in specific spatiotemporal patterns on the oral surface of the palatal shelves during palatal outgrowth [10, 26, 27]. Thus, the whole mount *Shh* mRNA expression pattern has been used as a valuable molecular marker for analysis of palatal shelf growth or patterning defects in mutant mouse studies [12, 27–29]. In comparison with the *Shh* mRNA expression pattern in the palatal epithelium in wildtype embryos (Fig 3A and 3E), the *Foxf2*^*-/-*^ mutant embryos exhibited specific loss of the most anterior *Shh* mRNA expression domain that corresponds to Ruga-3 (Fig 3B and 3F) at E13.5 and E14.5. *Shh* mRNA expression in the posterior palatal epithelium was also dramatically downregulated in the *Foxf2*^*-/-*^ mutant embryos in comparison with the wildtype littermates (Fig 3A, 3B, 3E and 3F). Corresponding to the region-specific loss of *Shh* mRNA expression, expression of *Ptch1*, a well-known direct transcriptional target of canonical Hedgehog signaling [30–33], was specifically downregulated in the Ruga-3 region as well as in the posterior palate in the *Foxf2*^*-/-*^ mutant embryos in comparison with the wildtype littermates (Fig 3C, 3D, 3G and 3H).

**Fig 3:**
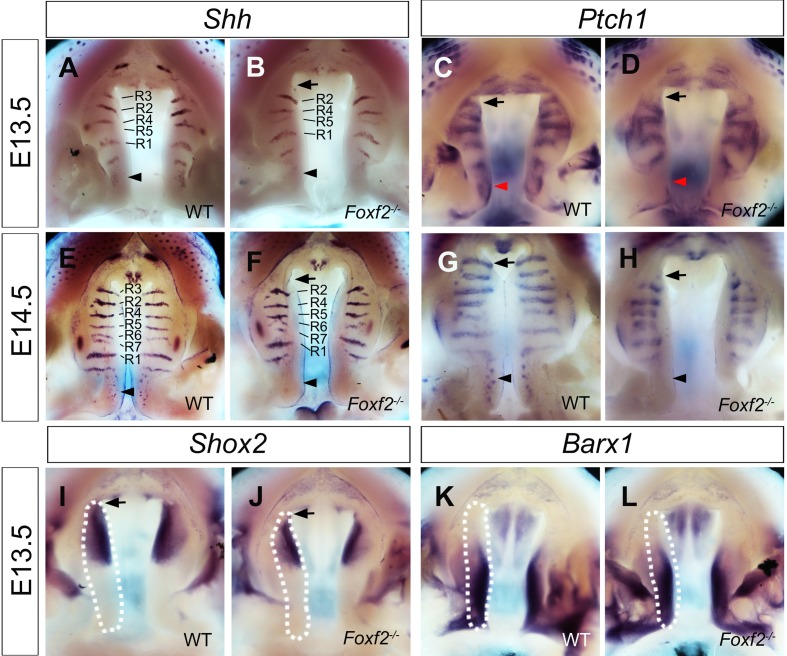
Comparison of patterns of *Shh*, *Ptch1*, *Shox2*, and *Barx1* mRNA expression in *Foxf2*^*-/-*^ mutant and wildtype control embryos. (A, B, E, F) Expression patterns of *Shh* mRNAs in the developing palatal shelves in wildtype (A, E) and *Foxf2*^*-/-*^ mutant (B, F) embryos at E13.5 (A, B) and E14.5 (E, F). (C, D, G, H) Expression patterns of *Ptch1* mRNAs in the developing palatal shelves in wildtype (C, G) and *Foxf2*^*-/-*^ mutant (D, H) embryos at E13.5 (C, D) and E14.5 (G, H). In specific anterior (arrows) and posterior (arrow heads) subdomains of the palatal shelves, *Shh* and *Ptch1* expression is dramatically downregulated in *Foxf2*^*-/-*^ mutant embryos. R1-R7 mark the individual ruga in the order of their formation. (I-L) Expression patterns of *Shox2* (I, J) and *Barx1* (K, L) mRNAs in the palatal shelves in wildtype (I, K) and *Foxf2*^*-/-*^ mutant (J, L) embryos at E13.5. White dashes demarcate the palatal shelf on the right side. Arrows in I and J point to the anterior region of the palatal shelves, where the expression of *Shox2* mRNAs is reduced in *Foxf2*^*-/-*^ mutant embryos.

We examined the expression patterns of *Shox2* and *Barx1*, which mark the anterior and posterior halves of the developing palatal mesenchyme, respectively [27, 34, 35]. The level of *Shox2* mRNA expression was reduced, especially in the anterior-most region of the palatal shelves, in *Foxf2*^*-/-*^ mutant embryos in comparison with the wildtype littermates (Fig 3I and 3J). In contrast, the pattern and levels of expression of *Barx1* in the developing palatal shelves were not obviously altered in *Foxf2*^*-/-*^ mutant embryos in comparison with the wildtype littermates (Fig 3K and 3L).

Previous studies showed that the Msx1-Bmp4 and Fgf10 signaling pathways regulate palatal shelf growth as well as *Shh* mRNA expression in the palatal epithelium [7, 8, 28]. We examined whether palatal expression of these genes was affected by *Foxf2* deficiency. By *in situ* hybridization analyses, however, we didn’t detect obvious differences in expression of *Msx*1, *Bmp4*, and *Fgf10*, respectively, in the developing palatal shelves between *Foxf2*^*-/-*^ mutant and wildtype littermates (S1A–S1J Fig). Moreover, we performed quantitative RT-PCR analysis of manually microdissected palatal shelves from E13.5 wildtype, *Foxf2*^*+/-*^, and *Foxf2*^*-/-*^ littermates but did not detect any significant differences in expression levels of *Bmp4*, *Fgf10*, and *Msx1* mRNAs, respectively, between the samples of different genotypes.

To gain a better understanding of the molecular mechanisms mediating Foxf2 function in palate development, we compared the transcriptome expression profiles of E13.5 *Foxf2*^*-/-*^ and control palatal mesenchyme by using RNA-seq analysis. To facilitate RNA-seq analysis of palatal mesenchyme cells, and since it has been shown that *Foxf2* and *Osr2* are expressed in a similar oral-to-nasal gradient pattern in the developing palatal mesenchyme at E13.5 [10], we took advantage of the *Osr2*^*RFP/+*^ knockin mice for isolation of palatal mesenchyme cells using fluorescence-activated cell sorting (FACS). We crossed *Foxf2*^*+/-*^ mice with *Osr2*^*RFP/+*^ mice to generate the *Foxf2*^*+/-*^*Osr2*^*RFP/+*^ mice and then set up timed mating of the *Foxf2*^*+/-*^ female mice with *Foxf2*^*+/-*^*Osr2*^*RFP/+*^ male mice. We verified that RFP expression in the developing palate was not affected by *Foxf2*-deficiency (Fig 4A and 4B). We harvested embryos at E13.5, microdissected the palatal shelves from each RFP-positive embryo, and isolated the RFP-positive palatal mesenchyme cells by FACS. Following identification of the embryo genotypes, we performed RNA-seq analysis of the FACS-isolated palatal mesenchyme from *Foxf2*^*-/-*^*Osr2*^*RFP/+*^, *Foxf2*^*+/-*^*Osr2*^*RFP/+*^ and *Foxf2*^*+/+*^*Osr2*^*RFP/+*^embryos, respectively. 

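RNA-seq values were available for 4 E13.5 embryos, of which 2 were *Foxf2*-/- and carried the *Osr2* RFP allele. The controls were 1 *Foxf2*+/+ and 1 *Foxf2*+/- embryo with the same reporter allele, so each control genotype had no replicate. RFP marks the *Osr2*-expressing cells, and the RFP-positive cells of each embryo were sorted and sequenced separately. The authors aligned single-end reads to the mouse genome (mm9) with Tophat and Bowtie. The deposited values are FPKM, fragments per kilobase of transcript scaled by the number of mapped fragments, in tables of the form that Cufflinks writes, with an average read coverage beside each FPKM. Each table held 28107 RefSeq transcript entries, which were summed by symbol to give 22096 genes, and 10 genes with a failed estimate in any embryo were left out. Read counts were not in the files analysed here, so the depth of each library in reads is unknown. Coverage divided by FPKM was the same for all transcripts of an embryo, and this ratio gives the relative depth of the libraries. It was 1.36 in the *Foxf2*+/+ embryo, 1.61 in the *Foxf2*+/- embryo, and 1.39 and 1.55 in the *Foxf2*-/- embryos, so the deepest library was 1.19 times as deep as that of the *Foxf2*+/+ embryo. Fold changes were calculated on log2(FPKM + 0.1), which understates the change of genes with low FPKM. A gene was tested when its FPKM reached 5 in at least 1 embryo, which 7698 genes did. The first criterion took the 1.5-fold cutoff against both controls from the paper's text, without the significance test that the paper also applied. It required the mean of the *Foxf2*-/- embryos to differ by more than 1.5-fold, in the same direction, from the *Foxf2*+/+ embryo and from the *Foxf2*+/- embryo. The second was limma with a variance trend, *Foxf2*-/- against control embryos, with a Benjamini-Hochberg adjusted p-value under 0.05 and a change of more than 1.5-fold. With 2 embryos in each group, an exact permutation test cannot give a p-value below 0.333. Over the 7377 genes past the filter with an entry of at least 200 bases, the SD of the log2 difference was 0.210 between the *Foxf2*-/- embryos and 0.239 between the controls. It was between 0.231 and 0.317 for a *Foxf2*-/- embryo against a control.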

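By the criterion of a change of more than 1.5-fold against both controls, 184 of 7698 genes changed, of which 119 were up-regulated and 65 were down-regulated in the *Foxf2*-/- embryos. Of the 184 genes, 42 are in S1 Table. Another 137 of the 184 have no transcript entry of at least 200 bases with a usable estimate, and these are mostly microRNA and small nucleolar RNA genes. The filter also held out 30 S1 Table genes that met the criterion. The choice that moved the count most was the filter on low values, without which 775 genes changed. When only entries of at least 200 bases were kept, a choice made after seeing the data, 47 genes changed, 33 up and 14 down, and 42 of the 47 are in S1 Table. The paper's list in S1 Table holds 155 genes, 107 up-regulated and 48 down-regulated. Of these, 152 could be compared in the FPKM values. The direction was that of S1 Table for 151 of the 152 genes, with no minimum size required. These include *Gm6710*, whose log2 fold change in FPKM was only 2.1e-06. When the mean of the *Foxf2*-/- embryos was compared with the mean of the controls, 120 genes changed by more than 1.5-fold in the direction of S1 Table. The change exceeded 1.5-fold against the *Foxf2*+/+ embryo for 131 genes, against the *Foxf2*+/- embryo for 80 genes, and against both for 72 genes. The last count fell to 17 when more than 2-fold was required. Each *Foxf2*-/- embryo lay beyond each control in the direction of S1 Table for 132 of the 152 genes. Across these genes, which are not independent replicates, the paper's log2 fold changes and those from FPKM had a Pearson's r of 0.894 and a Spearman's rho of 0.903 (permutation test, p = 1e-05 for each, the smallest that 100000 permutations can give, and 1e-05 after Benjamini-Hochberg adjustment over 5 relations). Both sets of fold changes came from the same reads, and the paper had chosen these genes for their change in them. The direction counts and correlations therefore compare 2 calculations and are not independent support for S1 Table.

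**Figure D1:**
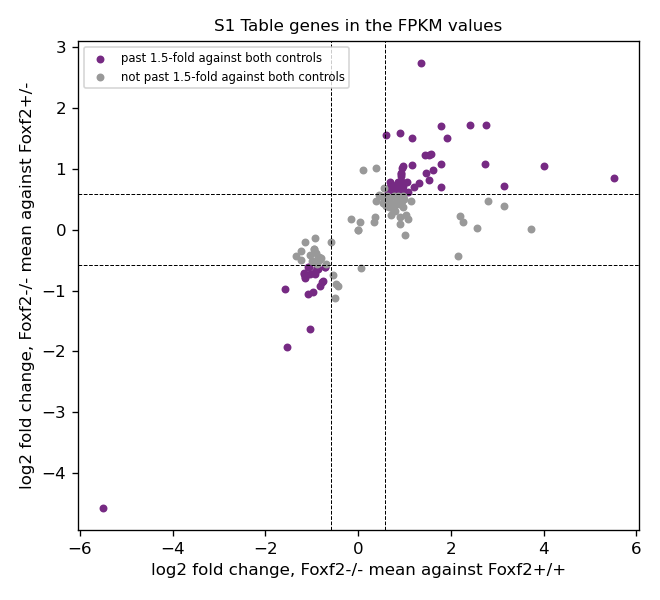
Log2 fold change of the 152 S1 Table genes in the FPKM values, as the mean of the 2 *Foxf2*-/- embryos against the *Foxf2*+/+ embryo (horizontal axis) and against the *Foxf2*+/- embryo (vertical axis), one point per gene. Dashed lines mark a 1.5-fold change, and the 72 genes past it against both controls are drawn in purple.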

Differential expression analysis of the RNA-seq data identified 155 genes whose expression was up- or down-regulated by more than 1.5-fold in the *Foxf2*^*-/-*^*Osr2*^*RFP/+*^ palatal mesenchyme in comparison with both *Foxf2*^*+/-*^*Osr2*^*RFP/+*^ and *Foxf2*^*+/+*^*Osr2*^*RFP/+*^ samples (S1 Table). 

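*Fgf18* lies on the minus strand of chromosome 11 of mm9, from 33017431 to 33047400, and has 5 exons in its longest annotated transcript. Its FPKM was 15.4 in the *Foxf2*+/+ embryo and 14.6 in the *Foxf2*+/- embryo, and 29.0 and 30.4 in the *Foxf2*-/- embryos. The mean was 15.0 ± 0.54 (SD, n = 2) in the controls and 29.7 ± 0.99 (SD, n = 2) in the *Foxf2*-/- embryos, a fold change of 1.97 on the log2(FPKM + 0.1) scale. The log2 fold change was 0.977 (standard error 0.076, adjusted p = 0.024 from limma with Benjamini-Hochberg adjustment). Both *Foxf2*-/- embryos were above both controls, which gives p = 0.333 in an exact permutation test, the smallest that 2 embryos against 2 allow. The change was 1.92-fold against the *Foxf2*+/+ embryo and 2.02-fold against the *Foxf2*+/- embryo. The paper's reported log2 fold change in S1 Table is 1.05. The adjusted p-value depended most on the embryos used, and with 1 *Foxf2*-/- embryo left out it reached 0.358 in limma, at a log2 fold change of 0.943. From the higher level in the mutant cells, the paper places *Fgf18* among the genes up-regulated in the absence of Foxf2.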

Among these, *Fgf18*, which encodes a member of the fibroblast growth factor family ligands, was up-regulated by more than 2-fold in *Foxf2*^*-/-*^*Osr2*^*RFP/+*^ mutant palatal mesenchyme compared with the control littermates (S1 Table). Subsequent quantitative real-time RT-PCR analysis validated the significantly increased expression of *Fgf18* in the *Foxf2*^*-/-*^ mutant palatal mesenchyme (Fig 4C). Consistent with results from whole mount *in situ* hybridization, expression of *Shox2* was significantly decreased whereas expression of *Osr2* and *Barx1* were not significantly changed in the *Foxf2*^*-/-*^ palatal mesenchyme in comparison with the control samples (Fig 4C).

**Fig 4:**
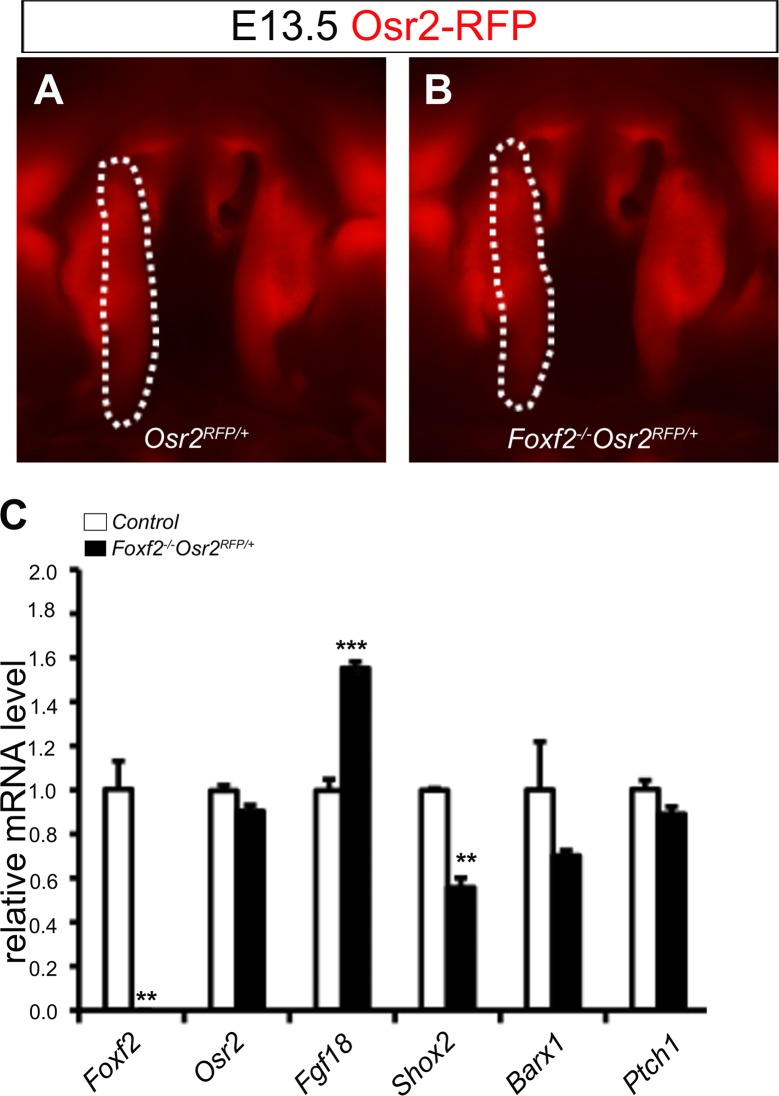
Differential gene expression analysis of palatal mesenchyme cell in control and *Foxf2* mutant embryos by using RNAseq and real time RT-PCR assays. (A, B) The patterns of RFP expression in the *Osr2*^*RFP/+*^ (A) and *Foxf2*^*-/-*^*Osr2*^*RFP/+*^ (B) palatal shelves are comparable. White dashes demarcate the palatal shelf on the right side. (C) Real time RT-PCR analysis of the levels of expression of *Foxf2*, *Osr2*, *Fgf18*, *Shox2*, *Barx1*, and *Ptch1* mRNAs in E13.5 palatal mesenchyme cells in control and *Foxf2*^*-/-*^*Osr2*^*RFP/+*^ embryos (**p<0.01, ***p<0.001).

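The FPKM values of the genes in the real-time RT-PCR panel came from the same sorted RFP-positive cells as the RNA-seq comparison. *Foxf2*, on chromosome 13 of mm9 from 31717685 to 31723275, had an FPKM of 85.4 in the *Foxf2*+/+ embryo, 45.1 in the *Foxf2*+/- embryo, and 1.41 and 2.28 in the *Foxf2*-/- embryos. Its log2 fold change was -5.03 (standard error 0.373, adjusted p = 0.020 from limma). *Shox2*, on chromosome 3 from 66777191 to 66785693, had an FPKM of 93.5 ± 28.4 (SD, n = 2) in the controls and 55.7 ± 11.3 (SD, n = 2) in the *Foxf2*-/- embryos. Its log2 fold change of -0.727 was not significant in limma (adjusted p = 0.403). The log2 change of *Shox2* was -1.04 against the *Foxf2*+/+ embryo and -0.413 against the *Foxf2*+/- embryo, so it passed 1.5-fold against the first control only. *Osr2* (chromosome 15, 35225867 to 35233060) was at 144 ± 1.1 FPKM in the controls and 138 ± 13.1 in the *Foxf2*-/- embryos (SD, n = 2 each), and *Barx1* (chromosome 13, 48758405 to 48761876) at 208 ± 11.9 and 220 ± 26.5. Adjusted p-values from limma were 0.817 for *Osr2* and 0.811 for *Barx1*. *Ptch1* (chromosome 13, 63612841 to 63666828) was at 107 ± 1.6 FPKM in the controls and 94.5 ± 4.8 in the *Foxf2*-/- embryos (SD, n = 2 each), a log2 fold change of -0.187 (limma, adjusted p = 0.430). As each embryo was left out in turn, the log2 fold change of *Foxf2* ranged from -5.49 to -4.58, with adjusted p-values from limma between 0.196 and 0.539, and that of *Shox2* ranged from -1.04 to -0.413.

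**Figure D2:**
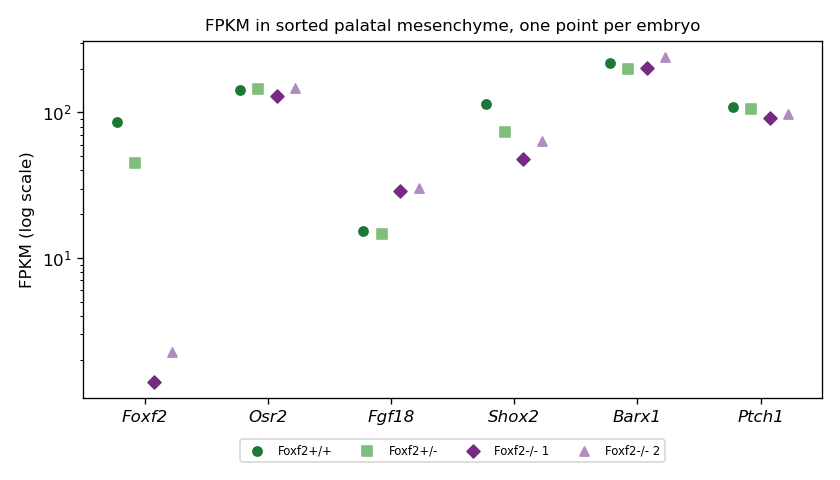
FPKM on a log scale of *Foxf2*, *Osr2*, *Fgf18*, *Shox2*, *Barx1* and *Ptch1* in sorted palatal mesenchyme, one point for each of the 4 embryos. *Foxf2* is at 1.41 and 2.28 in the *Foxf2*-/- embryos, and *Fgf18* is at 29.0 and 30.4 there against 15.4 and 14.6 in the controls.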

We further compared the patterns of *Fgf18* expression in the *Foxf2*^*-/-*^ and littermate control embryos by whole mount *in situ* hybridization. Strikingly, we found that *Fgf18* mRNAs were ectopically expressed in specific anterior and posterior sub-regions of the developing palatal shelves in the *Foxf2*^*-/-*^ mutant embryos (Fig 5A and 5B) that correspond to where expression of both *Shh* and *Ptch1* was dramatically downregulated in the *Foxf2*^*-/-*^ mutant embryos in comparison with the control embryos (compare Fig 5A and 5B with Fig 3A–3H). Further *in situ* hybridization analysis of serial coronal sections through the E13.5 palatal shelves confirmed ectopic expression of *Fgf18* mRNAs in the palatal mesenchyme in the specific anterior and posterior regions in the *Foxf2*^*-/-*^ mutant embryos while *Fgf18* mRNA expression in the wildtype littermates was restricted to the mesenchyme cells at the hinge region of the palatal shelves (Fig 5C–5F).

**Fig 5:**
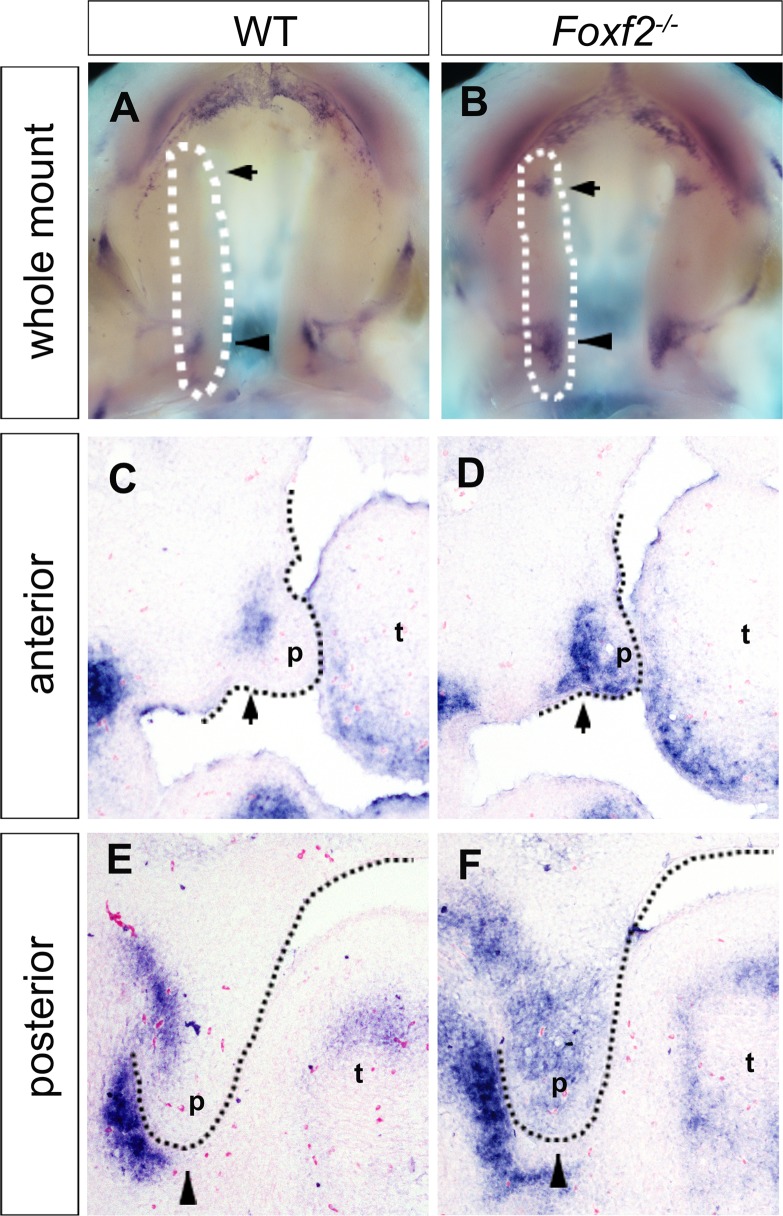
Comparison of expression of *Fgf18* mRNAs in the palatal shelves in wildtype and *Foxf2*^*-/-*^ mutant embryos. (A, B) Whole-mount *in situ* hybridization detection of *Fgf18* mRNAs in the developing palatal shelves in wildtype (A) and *Foxf2*^*-/-*^ mutant (B) embryos at E13.5. White dashes demarcate the palatal shelf on the right side. Note that *Fgf18* is ectopically expressed in specific anterior (arrow) and posterior (arrow head) subdomains of *Foxf2*^*-/-*^ mutant palatal shelves. (C-F) Frontal sections showing expression of *Fgf18* mRNAs in the anterior (C, D) and posterior (E, F) regions of the developing palatal shelves in wildtype (C, E) and *Foxf2*^*-/-*^ mutant (D, F) embryos at E13.5. p, palatal shelf; t, tongue.

### The molecular effects of Foxf2 deficiency on palate development correspond to distinct expression patterns of *Foxf1* and *Foxf2* in the developing palatal shelves

To understand why the *Fox2*^*-/-*^ mutant embryos exhibit region-specific changes in gene expression profiles along the anterior-posterior axis of the developing palatal shelves, we analyzed and compared the patterns of expression of *Foxf2* and *Foxf1* during palate development. From E12.5 to E13.5, *Foxf1* mRNA expression was restricted to the middle region of developing palatal shelves, with the strongest level of expression detected in the molar tooth germs (Fig 6A and 6C). In contrast, *Foxf2* mRNA expression was detected throughout the anterior-posterior axis of the developing palatal shelves, with the posterior region of the palatal shelves exhibiting higher levels of expression than the anterior region at both E12.5 and E13.5 (Fig 6B and 6D).

**Fig 6:**
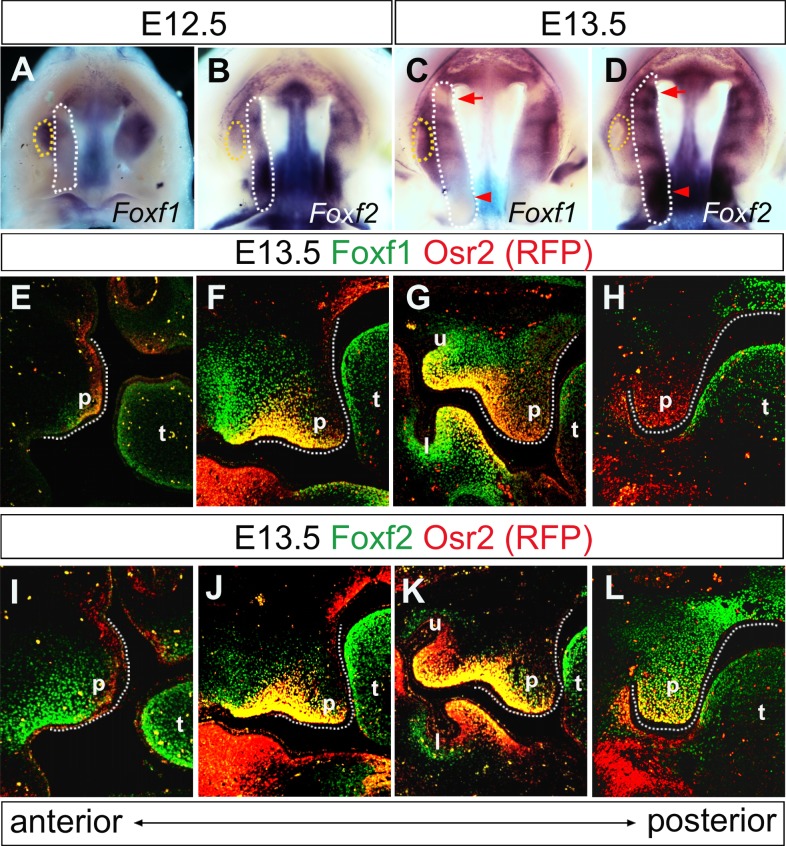
The patterns of *Foxf1* and *Foxf2* expression during palate development. (A-D) Whole-mount *in situ* hybridization detection of *Foxf1* (A, C) and *Foxf2* (B, D) mRNAs in the developing palate shelves in E12.5 (A, B) and E13.5 (C, D) mouse embryos. White dashes demarcate the palatal shelf on the right side. Yellow dashes mark the molar tooth germ. (E-H) Immunofluorescent staining of Foxf1 (green) and RFP (red) on sections from the anterior to posterior regions of the palatal shelves in E13.5 *Osr2*^*RFP/+*^ embryos. (I-L) Immunofluorescent staining of Foxf2 (green) and RFP (red) on sections in E13.5 *Osr2*^*RFP/+*^ embryos. p, palatal shelf; t, tongue; l, lower molar; u, upper molar.

We further analyzed the distribution of the Foxf1 and Foxf2 proteins in the developing palatal shelves by immunofluorescent detection in *Osr2*^*RFP/+*^ knockin mouse embryos, which express the RFP reporter from the endogenous *Osr2* locus that exhibits an oral-to-nasal gradient pattern of expression in the developing palatal mesenchyme [36]. At E13.5, Foxf1 protein is expressed at moderate levels in the mid-anterior region of the palatal mesenchyme while it is expressed very weakly in the anterior-most region and absent in the posterior region of the developing palatal shelves (Fig 6E–6H). Foxf2 protein is distributed throughout the anterior-posterior axis of the palatal mesenchyme, but with different patterns along the oral-nasal axis in the anterior versus posterior regions (Fig 6I–6L). In the anterior region up to the level of the molar tooth germs, Foxf2 protein distribution exhibited an oral-to-nasal gradient, with highest levels in the mesenchyme immediately underneath the palatal epithelium at the oral side (Fig 6I, 6J and 6K). In the palatal region posterior to the molar tooth germs, Foxf2 protein is expressed at high levels throughout the oral-nasal axis of the palatal mesenchyme (Fig 6L). Neither Foxf1 nor Foxf2 protein was detected in the palatal epithelium. These data indicate that expression of *Foxf1* and of *Foxf2* are differentially regulated during palate development. Remarkably, the regions where expression of *Fgf18*, *Shh*, and *Ptch1* is significantly altered in the palatal shelves in *Foxf2*^*-/-*^ embryos, compared with the wildtype littermates, correspond to the palatal regions where *Foxf2*, but not *Foxf1*, is expressed during palate development in wildtype embryos, suggesting that Foxf1 might complement Foxf2 function in the middle region of the developing palatal shelves in *Foxf2*^*-/-*^ mutant embryos.

### *Foxf1* and *Foxf2* act partly redundantly to represses expression of *Fgf18* in the developing palatal mesenchyme

Since *Foxf1*^*-/-*^ mutant mouse embryos die during midgestation prior to palate morphogenesis [19], which prevents a direct analysis of the role of Foxf1 in palate development in these mice, we generated and analyzed *Foxf1*^*c/c*^*Wnt1-Cre* mouse embryos in which *Foxf1* is tissue-specifically inactivated in the neural crest derived craniofacial mesenchyme. Whereas *Foxf1*^*c/+*^*Wnt1-Cre* mice appear normal, *Foxf1*^*c/c*^*Wnt1-Cre* mice are born with cleft palate (S2A and S2B Fig). Histological analysis of E16.5 embryos showed that the *Foxf1*^*c/c*^*Wnt1-Cre* mutant embryos exhibit failure of palatal shelf elevation (S2C and S2D Fig). However, in contrast to the *Foxf2*^*-/-*^ mutant embryos, the patterns of expression of *Fgf18* and *Shh* mRNAs in the developing palatal shelves were not significantly altered in the *Foxf1*^*c/c*^*Wnt1-Cre* mutant embryos in comparison with the control littermates (S3A–S3D Fig). To directly test the hypothesis that the region-specific molecular effects of *Foxf2* deficiency on palate development is due to functional complementation by *Foxf1*, we generated *Foxf1*^*c/c*^*Foxf2*^*c/c*^*Wnt1-Cre* embryos and examined the patterns of *Fgf18* and *Shh* expression by whole mount *in situ* hybridization. Remarkably, although the *Foxf1*^*c/c*^*Foxf2*^*c/c*^*Wnt1-Cre* embryos have smaller palatal shelves compared with the control littermates, they exhibit ectopic *Fgf18* expression specifically throughout the palatal shelves at E12.5 and E13.5, compared with the highly restricted pattern of *Fgf18* mRNA expression in control embryos (Fig 7A–7D). Analysis by *in situ* hybridization of serial coronal sections confirmed ectopic expression of *Fgf18* mRNAs from anterior to posterior regions of the palatal mesenchyme in the *Foxf1*^*c/c*^*Foxf2*^*c/c*^*Wnt1-Cre* mutant embryos at E12.5 (S4 Fig). Furthermore, we found that *Shh* mRNA expression in the palatal epithelium was dramatically lost throughout the anterior-posterior axis of the palatal shelves in *Foxf1*^*c/c*^*Foxf2*^*c/c*^*Wnt1-Cre* mutant embryos in comparison with the control littermates (Fig 7E and 7F). In addition, although the palatal shelves in the *Foxf1*^*c/c*^*Foxf2*^*c/c*^*Wnt1-Cre* embryos still exhibited *Shox2* expression in the anterior region and *Barx1* in the posterior region, both the domain and level of *Shox2* expression were dramatically reduced in comparison with that in the control littermates (S5 Fig). These results suggest that *Foxf1* and *Foxf2* act partly redundantly to regulate *Fgf18* and *Shox2* mRNA expression in the palatal mesenchyme and act indirectly to maintain *Shh* expression in the palatal epithelium during early palate development.

**Fig 7:**
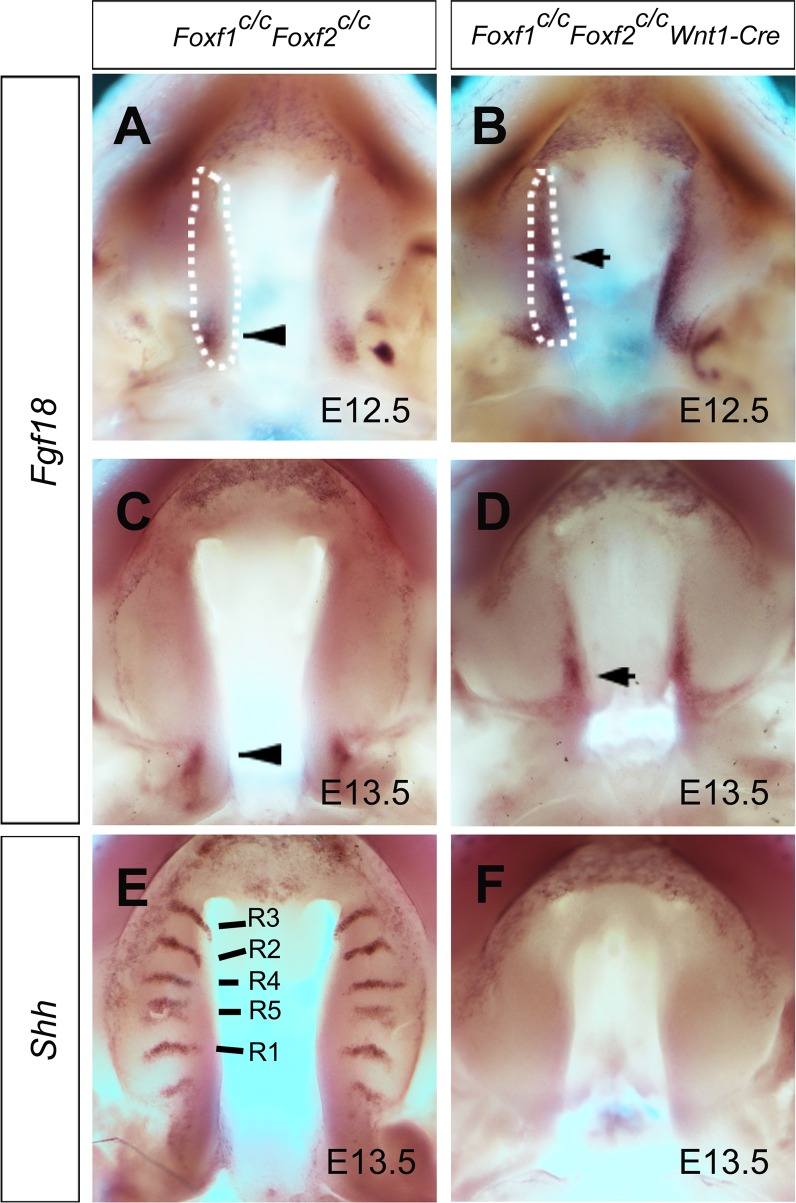
Comparison of expression of *Fgf18* and *Shh* mRNAs in the palatal shelves in *Foxf1*^*c/c*^*Foxf2*^*c/c*^ control and *Foxf1*^*c/c*^*Foxf2*^*c/c*^*Wnt1-Cre* mutant embryos. (A, B) Whole-mount *in situ* hybridization detection of *Fgf18* mRNAs in the developing palatal shelves in *Foxf1*^*c/c*^*Foxf2*^*c/c*^ control (A, C) and *Foxf1*^*c/c*^*Foxf2*^*c/c*^*Wnt1-Cre* mutant (B, D) embryos at E12.5 (A, B) and E13.5 (C, D). White dashes demarcate the palatal shelf on the right side. Arrowhead (A, C) and arrow (B, D) point to the *Fgf18* expression domains in the control and mutant palatal shelves, respectively. (E, F) Whole-mount *in situ* hybridization detection of *Shh* mRNAs in the developing palatal shelves in *Foxf1*^*c/c*^*Foxf2*^*c/c*^ control (E) and *Foxf1*^*c/c*^*Foxf2*^*c/c*^*Wnt1-Cre* mutant (F) embryos at E13.5. Note that expression of *Shh* is lost in *Foxf1*^*c/c*^*Foxf2*^*c/c*^*Wnt1-Cre* mutant palatal shelves.

### Exogenous Fgf18 protein inhibits *Shh* expression in the developing palate

We next investigated whether the ectopic *Fgf18* expression in the palatal shelves could account for loss of *Shh* expression in the palatal epithelium in the *Foxf2*^*-/-*^ and *Foxf1*^*c/c*^*Foxf2*^*c/c*^*Wnt1-Cre* mutant embryos. We placed Fgf18-soaked beads on the oral side of E13.0 palatal shelves in explant culture and examined effects of Fgf18 protein on *Shh* expression in the palatal epithelium after 24 hours of culture. As shown in Fig 8, application of Fgf18 protein caused a dramatic down-regulation of *Shh* gene expression in the palatal epithelium whereas the BSA-soaked beads did not have any obvious effect, as detected by *in situ* hybridization of *Shh* mRNA expression (Fig 8A) and by detection of GFP reporter expressed from the *Shh*^*GFP*^ allele in *Shh*^*GFP/+*^ embryonic palates (Fig 8B). These results, together with the corresponding domains of ectopic *Fgf18* expression in the palatal mesenchyme and of loss of *Shh* expression in the palatal epithelium in the *Foxf2*^*-/-*^ and *Foxf1*^*c/c*^*Foxf2*^*c/c*^*Wnt1-Cre* mutant embryos, respectively, indicate that Foxf1 and Foxf2 regulate palatogenesis, at least in part, through repressing *Fgf18* expression to maintain Shh signaling to stimulate palatal shelf growth.

**Fig 8:**
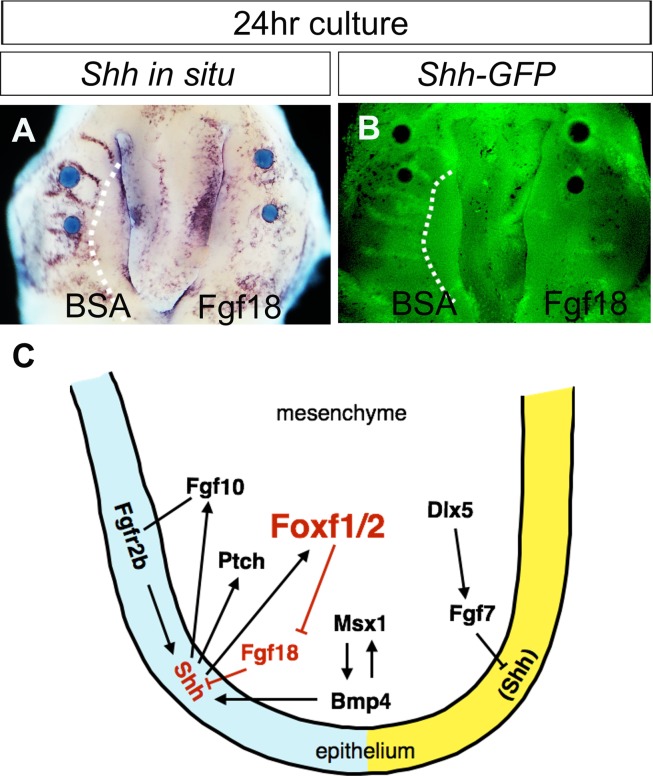
Regulation of *Shh* and *Fgf18* expression during palate development. (A) Whole-mount *in situ* detection of *Shh* mRNAs in wildtype embryonic palatal explants treated with BSA beads (left side) and Fgf18 beads (right side). (B) The patterns of GFP expression in *Shh*^*GFP/+*^ embryonic palatal explants treated with BSA beads (left side) and Fgf18 beads (right side). Note that *Shh* expression is inhibited by Fgf18 beads. (C) A model depicting the molecular regulation of *Foxf1*, *Foxf2*, *Fgf18*, and *Shh* expression in the developing palatal shelf. Regulation of *Shh* expression by Fgf10/Fgfr2b, Msx1/Bmp4, and Dlx5/Fgf7 pathways is summarized from References 8, 7, and 28, respectively.

## Discussion

Shh signaling plays critical roles in the growth and patterning of the developing palatal shelves [8–10, 37, 38]. Disruption of the function of Shh, Smo, or the transcriptional effectors Gli2 or Gli3, during palatal development each causes cleft palate in the mutant mice [8, 10, 39, 40], indicating that Shh signaling regulates palate development through Gli mediated transcriptional regulation. Whereas direct target genes of Gli transcription factors have not been specifically isolated from the developing palatal shelves, previous studies demonstrated that expression of the *Foxf1* and *Foxf2* in the craniofacial and palate mesenchyme dependent on Shh signaling [9, 10]. By using high-throughput sequencing of immunoprecipitated Gli3-bound chromatin fragments from developing mouse embryonic tissues, Hoffmann et al. recently showed that Gli3 bound to cis-regulatory sequences close to multiple *Fox* family genes, including *Foxf1* [41]. Analysis of one of the Gli3-binding *Foxf1* enhancer sequences driving lacZ reporter expression in transgenic mouse embryos showed specific enhancer activity in multiple Hedgehog responding tissues, indicating that *Foxf1* is a direct target of Gli-mediated transcriptional regulation [41]. Whereas *Foxf1*^*-/-*^ and *Foxf2*^*-/-*^ mutant mouse embryos exhibit distinct developmental defects, with early embryonic lethality of *Foxf1*^*-/-*^ mutant embryos and cleft palate in *Foxf2*^*-/-*^ embryos, which match the distinct embryonic expression patterns of these two genes [15, 19, 42], *Foxf1* and *Foxf2* also exhibit overlapping expression in multiple developing tissues and *Foxf1*^*+/-*^*Foxf2*^*+/-*^ compound heterozygous mouse embryos exhibit defects in gut and cardiac septation [41, 43], indicating that Foxf1 and Foxf2 act synergistically in many developmental processes. Although *Foxf2*^*-/-*^ mutant mice have been reported to exhibit cleft palate phenotype, how Foxf2 and Foxf1 regulate palate development have not been documented. In this study, we found that Foxf1 and Foxf2 function partly redundantly to regulate palate development. Through transcriptional profiling, we found that Foxf1 and Foxf2 act to repress the expression of *Fgf18* in the developing palatal mesenchyme. 

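The profiling compared *Foxf2*-/- with control cells, and *Foxf1* was intact in all 4 embryos. *Foxf1*, listed under its older symbol *Foxf1a* and located on chromosome 8 of mm9 from 123608374 to 123610779, had an FPKM of 88.1 ± 14.7 (SD, n = 2) in the controls and 84.5 ± 10.0 (SD, n = 2) in the *Foxf2*-/- embryos. This log2 fold change of -0.056 was smaller than the spread between embryos (adjusted p = 0.902 from limma). With *Foxf2* at 65.2 ± 28.5 FPKM in the controls and 1.84 ± 0.61 in the *Foxf2*-/- embryos (SD, n = 2 each), *Fgf18* rose from 15.0 ± 0.54 to 29.7 ± 0.99 FPKM. The *Fgf18* log2 fold change was largest, at 1.06, when the samples were rescaled by median ratios. The paper states, from its profiling, that Foxf1 and Foxf2 repress *Fgf18*. Embryos lacking both genes in the neural crest were not profiled in the files analysed here. The paper examined *Fgf18* in those embryos by *in situ* hybridization.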

We found that both *Foxf2*^*-/-*^ and *Foxf1*^*c/c*^*Foxf2*^*c/c*^*Wnt1-Cre* mutant embryos exhibit loss of *Shh* expression in the palatal epithelial regions specifically corresponding to the domains of ectopic *Fgf18* expression and that exogenous Fgf18 protein inhibited *Shh* expression in the palatal epithelium in palatal explant culture. These data identify a novel Foxf-Fgf18-Shh negative feedback loop regulating Shh signaling in palate development (Fig 8C).

### Differential expression and functional overlap between Foxf1 and Foxf2 in palate development

Although expression of both *Foxf1* and *Foxf2* mRNAs in the developing craniofacial and palatal mesenchyme depends on Shh signaling [9, 10], we detected *Foxf2* mRNA expression throughout the anterior-posterior axis of the developing palatal mesenchyme but *Foxf1* mRNA expression is absent from specific anterior and posterior sub-regions of the developing palatal shelves, suggesting that other molecular pathways converge with the Shh signaling pathway to differentially regulate *Foxf1* and *Foxf2* expression during palate development. Consistent with this hypothesis, Hoffmann et al. (2014) recently identified a *Foxf1* cis-regulatory element that bound both Gli1 and the T-box transcription factor Tbx5 in the developing heart tissues and that Gli1 and Tbx5 synergistically activated transcription from this cis-regulatory element [41]. In embryonic lung explant culture assays, *Foxf1* mRNA expression in the lung mesenchyme was shown to be induced by Shh and repressed by Bmp4 [44]. We recently reported that Bmp4 is expressed in an anterior and a posterior subdomain of the developing palatal mesenchyme [29]. Future studies will determine whether *Foxf1* expression during palate development is directly and antagonistically regulated by Shh and Bmp4 signaling.

### Foxf2 plays an intrinsic role in palate development

Wang et al (2003) first showed cleft palate defect in the *Foxf2*^*-/-*^ mutant mice, but suggested that the cleft palate phenotype might be secondary to defects in tongue muscle development because *Foxf2* mRNAs are abundantly expressed in the muscle layers of the developing tongue in wildtype mouse embryos, and because they did not detect a significant difference in cell proliferation in the developing palate at E13.5 and E15.5 using BrdU labeling. Our analysis of BrdU labeling of the palatal mesenchyme detected significant reduction in palatal mesenchyme proliferation at E13.5, at the peak of palatal shelf growth. The discrepancy in these findings are most likely due to differences in the BrdU labeling procedure and in data analysis. We injected the pregnant mice intraperitonially with 50 μg/g body weight BrdU and harvested the embryos one hour later. This procedure resulted in labeling of up to 40% of the palatal mesenchyme cells in E13.5 wildtype embryos. In contrast, Wang et al. (2003) injected the pregnant mice intraperitonially with 100 μg/g body weight and sacrificed the injected animals 2 hours later. At E13.5, this procedure might have saturated labeling of the palatal mesenchyme cells. In addition, since the developing palatal shelves have both morphological and molecular heterogeneity [1], we recorded the percentage of BrdU-labeled palatal mesenchyme cells on serial sections throughout the palatal shelves and analyzed the data separately in the six regions along the anterior-posterior and oral-nasal axes. It is not clear how Wang et al. analyzed the BrdU-labeling data. Given the heterogeneity of the palatal mesenchyme and our finding that the molecular effects of *Foxf2*-deficeincy on the developing palatal shelves are most pronounced in the anterior and posterior domains where *Foxf2*, but not *Foxf1*, is expressed during normal palatogenesis, it is possible that simple analysis of the BrdU-labeling index in the middle region of palatal shelves would not find significant differences in the mutant and control embryos. Indeed, our data show that cell proliferation index is not significantly different in the mid-oral portion of the developing palatal shelves in the *Foxf2*^*-/-*^ and control littermates (Fig 2G). The differential effects of loss of Foxf2 function on palatal cell proliferation along the anterior-posterior axis is mostly likely due to partial functional compensation by Foxf1 in the middle region of the developing palatal shelves. The fact that the *Foxf1*^*c/c*^*Foxf2*^*c/c*^*Wnt1-Cre* compound mutant embryos exhibit only rudimentary palatal shelves supports the conclusion that Foxf1 and Foxf2 act partly redundantly to control palatal shelf growth.

Our conclusion that Foxf2 plays an intrinsic role in palate development is also supported by the molecular effects of *Foxf2*-deficiency on palatal gene expression. The domain-specific changes in *Fgf18* and *Shh* expression in the developing palatal shelves in the *Foxf2*^*-/-*^ mutant embryos correlated with the lack of *Foxf1* expression in the anterior and posterior regions of the palatal mesenchyme. Moreover, we found that *Foxf1*^*c/c*^*Foxf2*^*c/c*^*Wnt1-Cre* embryos exhibit ectopic *Fgf18* mRNA expression specifically throughout the palatal mesenchyme and loss of *Shh* mRNA expression throughout the palatal epithelium. Thus, similar to their functions in gut and heart development in which Foxf1 and Foxf2 exhibit synergistic effects [41, 43], Foxf1 and Foxf2 could partly complement for each other’s function during palate development in the regions where they exhibit overlapping expression.

Whereas the cell proliferation and molecular studies clearly demonstrate an intrinsic role for Foxf2 in palate development, both *Foxf2*^*c/-*^*Wnt1-Cre* and *Foxf2*^*c/-*^*Osr2*^*IresCre/+*^ embryos exhibit defects in palatal shelf elevation and abnormal tongue shape (Fig 1G and 1H). Whereas the *Foxf2*^*c/-*^*Wnt1-Cre* embryos are expected to have loss of *Foxf2* function throughout the neural crest-derived craniofacial mesenchyme, including the non-muscle connective tissues in the tongue, which could cause a primary defect in tongue development, the *Osr2*^*IresCre/+*^ embryos exhibit only limited Cre activity in a subset of tongue mesenchyme cells directly underlying the tongue epithelium [10, 25]. However, it is possible that loss of Foxf2 function in the small population of tongue mesenchyme cells directly underlying the epithelium also perturbs epithelial-mesenchymal interactions during tongue development. Thus, whether disruption of Foxf2 function in the developing tongue could secondarily affect palatal shelf elevation remains to be investigated by generation and analysis of mice with tissue-specific inactivation of *Foxf2* in the developing tongue.

### A Shh-Foxf-Fgf18-Shh regulatory circuit in the molecular network controlling palate development

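Over the 7698 genes tested, limma called 26 genes changed between the *Foxf2*-/- and the control embryos. Of these, 22 have no transcript entry of at least 200 bases, and the other 4 are *Foxf2*, *Fgf18*, *Corin* and *Tbx15*. The 10 genes with the largest changes that shifted the same way in all 4 pairs of a *Foxf2*-/- and a control embryo were all small RNA genes of 60 to 81 bases, from *Snord72* (log2 fold change 12.1) to *Mir504* (log2 fold change 9.48). With only entries of at least 200 bases, a choice made after seeing the data, 7 genes passed the limma test, 6 up-regulated and 1 down-regulated, and all 7 are in S1 Table. In that fit *Tbx15* had a log2 fold change of 1.71 (standard error 0.136, adjusted p = 0.0027 from limma), *Corin* 1.75 (standard error 0.171, adjusted p = 0.0059 from limma) and *Creb5* 1.38 (standard error 0.134, adjusted p = 0.0059 from limma). *Chst2* and *Mgst1* were the remaining genes, with adjusted p-values of 0.038 and 0.0499 from limma. The limma count moved furthest with a separate mean for each genotype, to 86 genes, and it was 0 when the number of *Foxf2* null alleles was fitted as a linear term. The paper's test for S1 Table was the Audic-Claverie test on read numbers, which cannot be repeated from FPKM. For the genes on its list, the paper reports that loss of Foxf2 significantly changed their expression in the palate.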

Our RNA-seq analysis of *Foxf2*^*-/-*^ and control embryonic palatal mesenchyme revealed that Foxf2-deficiency significant affected the expression of over 150 genes in the developing palate. Our *in situ* hybridization analysis revealed the striking pattern of ectopic *Fgf18* expression in the *Foxf2*^*-/-*^ mutant palate, which correlated well with the unique domains of *Foxf2*, but not *Foxf1*, expression in the developing palatal shelves in wildtype embryos. This, together with the data that *Fgf18* is expressed throughout the palatal mesenchyme in the *Foxf1*^*c/c*^*Foxf2*^*c/c*^*Wnt1-Cre* embryos suggests that *Fgf18* is a direct target gene repressed by the Foxf transcription factors. Although *Shh* expression in the palatal epithelium also exhibits domain-specific loss in the *Foxf2*^*-/-*^ mutant embryos, the loss of *Shh* expression in the palatal epithelium in the *Foxf1*^*c/c*^*Foxf2*^*c/c*^*Wnt1-Cre* mutant embryos, in which *Foxf1* and *Foxf2* are specifically inactivated in the mesenchyme, indicate that the Foxf transcription factors indirectly regulate *Shh* expression. Together with the findings that exogenous Fgf18 protein inhibited *Shh* expression in palatal explant culture and our previously reported data that expression of *Foxf1* and *Foxf2* in the palatal mesenchyme depends on Shh signaling [10], these results identify a novel negative feedback loop controlling *Shh* expression during palate development.

Fgf18 belongs to the fibroblast growth factor family of ligands, which consists of 22 members and signal through alternatively spliced forms of tyrosine kinase receptors encoded by four distinct genes, *Fgfr1*, *Fgfr2*, *Fgfr3*, and *Fgfr4* [45, 46]. 

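Values for 22 *Fgf* gene symbols were available in the sorted E13.5 palatal mesenchyme, and 4 of them had an FPKM of at least 1 in each of the 4 embryos. These were *Fgf18*, *Fgf2*, *Fgf10* and *Fgf13*, while 16 *Fgf* genes were below 1 FPKM in every embryo. *Fgf18* had the highest mean FPKM of the *Fgf* genes in the controls, at 15.0 ± 0.54 (SD, n = 2). It was followed by *Fgf10* at 5.85 ± 0.99, *Fgf2* at 5.11 ± 1.06 and *Fgf13* at 4.08 ± 0.10. In the *Foxf2*-/- embryos *Fgf10* was at 4.18 ± 0.78 FPKM, *Fgf2* at 7.03 ± 1.62 and *Fgf13* at 4.49 ± 0.99 (SD, n = 2 each), and limma gave adjusted p-values of 0.426, 0.472 and 0.815. *Fgf7* was at 1.23 ± 0.59 FPKM in the controls and 1.07 ± 0.08 in the *Foxf2*-/- embryos (SD, n = 2 each). Of the receptor genes, *Fgfr1* on chromosome 8 of mm9 (26629244 to 26686186) was at 52.2 ± 2.8 FPKM in the controls and 59.4 ± 5.3 in the *Foxf2*-/- embryos (SD, n = 2 each), and *Fgfr2* on chromosome 7 (137305965 to 137410322) at 11.2 ± 0.26 and 9.82 ± 0.96. *Fgfr3* on chromosome 5 (34064373 to 34079717) was at 0.90 ± 0.18 and 0.92 ± 0.12 FPKM, and *Fgfr4* on chromosome 13 (55254179 to 55270120) at 0.18 ± 0.05 and 0.10 ± 0.02. The limma adjusted p-values were 0.481 for *Fgfr1* and 0.480 for *Fgfr2*, and *Fgfr3* and *Fgfr4* were below the filter. FPKM summed over the transcripts of a symbol does not separate alternatively spliced forms of the receptors.

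**Figure D3:**
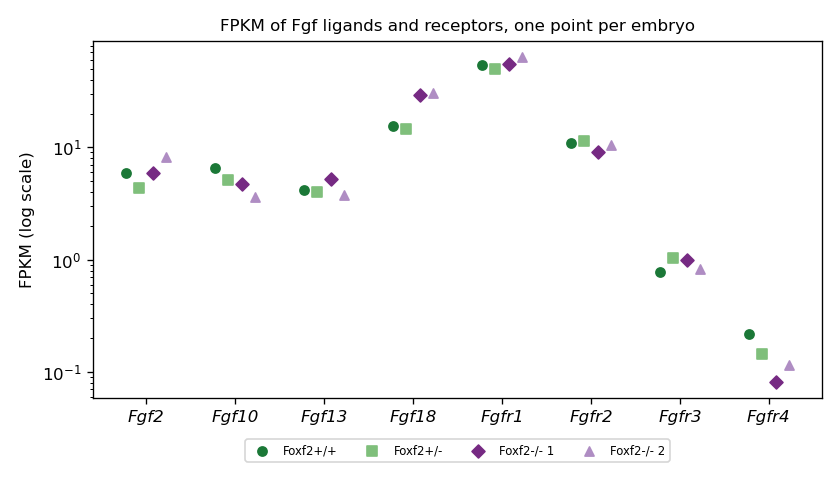
FPKM on a log scale of the *Fgf* genes with an FPKM of at least 1 in every embryo and of *Fgfr1* to *Fgfr4*, one point for each of the 4 embryos. The *Foxf2*-/- points of *Fgf18* are at 29.0 and 30.4, above the control points at 15.4 and 14.6.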

Previous studies have implicated Fgf7 and Fgf10 in the regulation of *Shh* expression during palate development [8, 28]. Whereas Fgf7 and Fgf10 share high amino acid sequence homology and both signal exclusively through the Fgfr2b receptor in epithelial tissues, they elicit distinct and sometime opposite cellular responses in developmental tissues as well as in cell culture assays [8, 28, 47, 48]. During palate development, *Fgf7* and *Fgf10* exhibit complementary expression patterns in the developing palatal mesenchyme, with *Fgf7* mRNAs preferentially expressed in the nasal side and *Fgf10* mRNAs restricted to the oral side of the palatal mesenchyme [8, 28]. Mice lacking Fgf10 or Fgfr2b exhibit cleft palate, with loss of Shh expression in the developing palatal epithelium [8]. In palatal explant culture assays, exogenous Fgf10 protein induced, whereas exogenous Fgf7 protein repressed, *Shh* mRNA expression, suggesting that Fgf7 antagonizes Fgf10 function to restrict Shh expression to the oral side of the palatal epithelium [8, 28]. Although the mechanism underlying the opposite effects of Fgf7 and Fgf10 on *Shh* expression during palate development is not known, Francavilla et al. (2013) recently reported that Fgf10 specifically induced rapid phosphorylation of the tyrosine (Y)-734 residue on Fgfr2b, which led to the receptor recycling and enhanced and prolonged Fgfr signaling, whereas Fgf7 led to rapid degradation of the receptors [48]. It is plausible that inhibition of *Shh* expression in the palatal explant by exogenous Fgf7 could be mediated by Fgf7-induced Fgfr2b degradation, as Fgfr2b function is required for maintenance of *Shh* expression in the palatal epithelium [8]. It is possible that the ectopically expressed Fgf18 in the *Foxf2*^*-/-*^ and *Foxf1*^*c/c*^*Foxf2*^*c/c*^*Wnt1-Cre* mutant palatal mesenchyme might also cause reduction in *Shh* expression in the palatal epithelium by inducing rapid Fgfr2b degradation. However, *in vitro* studies and prediction from crystal structures suggested that Fgf18 lacks affinity for Fgfr2b [49, 50]. On the other hand, Fgf18 has been shown to bind Fgfr3c and the cysteine-rich Fgf receptor [51, 52]. The detailed molecular mechanism involving Fgf18-mediated regulation of *Shh* expression during palate development requires further investigation. Interestingly, mice lacking Fgf18 function exhibit high penetrance of cleft palate [53, 54]. Moreover, genome-wide association studies of cleft lip and palate in humans have shown disease association with the *FGF18* locus [55]. Thus, further investigation of the role and molecular mechanisms involving Fgf18 in palate development will directly improve our understanding of the genetic basis and molecular mechanisms of cleft palate pathogenesis in humans.

## Materials and Methods

### Mouse strains

The *Foxf1*^*c/c*^, *Foxf2*^*c/c*^, *Wnt1-Cre* and *Osr2*^*IresCre/+*^ mice have been described previously [21, 22, 25, 56]. *Osr2*^*RFP/+*^ (JAX stock #010986) and *Shh*^*GFP/+*^ (JAX stock #005622) mice were obtained from the Jackson Laboratory. The *Osr2*^*IresCre*^ and *Osr2*^*RFP/+*^ mice were maintained by crossing to C57BL/6J mice. The *Wnt1Cre* mice were maintained by crossing with CD1 (Charles river) females. *Foxf1*^*c/c*^ and *Foxf2*^*c/c*^ mice were maintained by intercrossing homozygotes. Noon of the day a vaginal plug was identified was designated as embryonic day (E) 0.5. This study was performed in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals by the National Institutes of Health. The animal use protocol was approved by the Institutional Animal Care and Use Committee of Cincinnati Children’s Hospital Medical Center (Permit Number IACUC2013-0036).

### Histology and immunofluorescent staining

For histological analysis, embryos were dissected at desired stages from timed pregnant mice, fixed in 4% paraformaldehyde (PFA), dehydrated through an ethanol series, embedded in paraffin, sectioned at 7μm thickness, and stained with alcian blue followed by hematoxylin and eosin.

Immunofluorescent staining of paraffin sections was performed following standard protocols. Antibodies used are: rabbit anti-RFP (MBL international, PM005), Goat anti-Foxf1 (R&D, AF4798), and sheep anti-Foxf2 (R&D, AF6988).

### Cell proliferation assays

To determine cell proliferative activity in the developing palatal shelves, timed pregnant mice were injected intraperitoneally with BrdU (5 mg/ml stock solution, 10 μl/g body weight) (Sigma-Aldrich). Embryos were harvested 1 hour after injection, fixed with 4% PFA, paraffin embedded and sectioned at 7 μm. The BrdU-labeling index was defined as the number of BrdU-positive nuclei relative to total nuclei, which was co-stained by DAPI. The cell proliferation data were recorded from seven sections from each of the anterior, middle and posterior regions of each palatal shelf, and also analyzed separately for the oral and nasal halves of each region of the palatal shelves in each embryo. Data from two independent litters, each containing two wildtype and two *Foxf2*^*-/-*^ embryos, were used for statistical analysis.

### *In situ* hybridization

Whole mount and section *in situ* hybridization was performed as previously described [36, 57]. At least three embryos of each genotype were hybridized to each probe and only probes that detected consistent patterns of expression in all samples were considered as valid results.

### Palatal shelf explant culture and bead implantation

Palatal shelf explant culture and bead implantation experiments were carried out using a previously described protocol with minor modification [28]. Briefly, Timed pregnant mice were sacrificed on post-coital day 13.0 (E13.0). The embryonic maxillary processes with the secondary palatal shelves were manually microdissected and cultured in BGJb medium supplementary with 10 U/ml penicillin/ streptomycin (Invitrogen), 50 mM transferrin (Sigma) and 150 μg/ml ascorbic acid (Sigma). For bead implantation, Affi-Gel blue agarose beads (BioRad) were soaked in recombinant Fgf18 proteins (1mg/ml, Peprotech), or BSA (1mg/ml) as control. Tissues were harvested after 24 hours of culture at 37°C at an atmosphere of 5% CO2 and 100% humidity and fixed in 4% paraformaldehyde for whole mount *in situ* hybridization experiments.

### Fluorescence activated cell sorting and RNA-seq

The palatal shelves of E13.5 embryos from *Foxf2*^*+/-*^ females crossed with *Foxf2*^*+/-*^ *Osr2*^*RFP/+*^ males were manually microdissected and digested with trypsin-EDTA solution (Invitrogen) at 37°C for 4 minutes. After inactivation of trypsin with DMEM containing 10% FBS, cells were dissociated by pipetting. The dissociated palatal cells were resuspended in PBS with 2% FBS and 10 mM EDTA, and filtered through a 40 μm nylon cell strainer (BD Falcon, 352340). RFP^+^ cells were isolated using BD FACSAria II.

FACS-isolated RFP^+^ palatal mesenchyme cells from two E13.5 *Foxf2*^*-/-*^*Osr2*^*RFP/+*^ embryos and one *Foxf2*^*+/-*^*Osr2*^*RFP/+*^ and one *Osr2*^*RFP/+*^ littermates were used for RNA-seq experiment. *Foxf2*^*+/-*^*Osr2*^*RFP/+*^ and *Osr2*^*RFP/+*^ samples were used as controls. Sequencing libraries were generated by using Illumina Nextera DNA Sample Prep kit and sequenced using Illumina HisEq 2000. Sequence reads were mapped to the reference mouse genome (mm9) using Bowtie. Single-end reads were aligned using Tophat. RNA-seq data were then analyzed using Strand NGS software, with the reads per kilobase exon per million mapped sequences value calculated for each RefSeq gene for relative levels of gene expression. For analyses of differential expression, the fold-change cutoff was set at 1.5 or higher. P value less than 0.05 from the Audic Claverie test was considered statistically significant, with Benjamini–Hochberg false discovery rate multiple testing correction [58]. The original RNA-seq data files from this study have been deposited into the National Center for Biotechnology Information Gene Expression Omnibus (NCBI GEO) database (accession number GSE67015).

### Real-time RT-PCR

First-strand cDNAs were synthesized using SuperScript First-Strand Synthesis System (Invitrogen, 11904–018). Primers for specific transcripts were designed for real-time RT-PCR (SYBR). β-Actin was used as internal control in each reaction. Real-time PCR was performed using a Bio-Rad CFX96 Real-Time System using conditions recommended by the manufacturer. Each reaction was performed in duplicate. The quantity of each mRNA was first determined using a standard curve method and normalized to the internal control. The primers used for real-time RT-PCR are listed in S2 Table.

### Statistical analysis

All results were presented as mean ± SEM. All statistical analyses were done using Excel software. Two-tailed Student’s t tests were used for comparisons between two groups. P value less than 0.05 was considered significant.

## Supporting Information

S1 Table Differential expression analysis of the RNA-seq data in the *Foxf2*^*-/-*^*Osr2*^*RFP/+*^ palatal mesenchyme in comparison with the control palatal mesenchyme. 

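S1 Table gives, for each gene, a fold change with its logarithm, the direction, and the RPKM in the *Foxf2*+/+, the *Foxf2*+/- and both *Foxf2*-/- embryos. The fold change follows the mean of the controls and not each control separately. RPKM, reads per kilobase of exon scaled by the number of mapped reads, was calculated by the authors with Strand NGS, and every listed gene reaches an RPKM of at least 5.02 in some embryo. The deposited values were FPKM from another program, and the paper's RPKM was larger, with a median ratio over the 152 shared genes between 1.73 and 1.90 in the 4 embryos. As a result, 92 of these genes passed the filter of 5 FPKM in at least 1 embryo. In the paper's own RPKM values, on the log2(RPKM + 0.1) scale, the mean of the *Foxf2*-/- embryos differed by more than 1.5-fold from the *Foxf2*+/+ embryo for 146 of the 155 genes, from the *Foxf2*+/- embryo for 90 genes, and from both for 81 genes. In FPKM the corresponding numbers were 131, 80 and 72 of 152 genes, and the last fell to 44 with a pseudocount of 1. Of the listed symbols, 2 were absent from the files and 1 had a failed estimate.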

(XLSX) Click here for additional data file.

S2 Table Primers used in real-time RT-PCR assay. 

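The primers of S2 Table were searched for in the spliced transcripts of their genes, using the annotation of mm9. All 13 listed primers had an exact match, and for each of the 6 target genes the pair lay in different exons. The *Fgf18* primers AGTGGAGACAGATACCTTCGG and GTACTTGGCAGACATCAGGG match chromosome 11 from 33024689 to 33024709 in exon 4 and from 33017951 to 33017970 in exon 5, and span 178 bases of the transcript. The *Foxf2* primers match chromosome 13 from 31719062 to 31719082 in exon 1 and from 31722385 to 31722402 in exon 2, both in the coding sequence, and span 116 bases. The products in the spliced transcripts are 145 bases for *Osr2*, 131 bases for *Shox2*, 149 bases for *Barx1* and 128 bases for *Ptch1*. The reverse *Shox2* primer crosses the junction of exons 3 and 4 of the transcript with 5 exons. A single primer is listed for beta-actin, and it matches the coding sequence of *Actb* on chromosome 5 from 143666394 to 143666413.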

(DOCX) Click here for additional data file.

S1 Fig Comparison of *Msx1*, *Bmp4*, and *Fgf10* mRNA expression patterns in wildtype and *Foxf2*^*-/-*^ mutant embryos. (A-F) Whole-mount *in situ* hybridization detection of *Msx1* (A, B), *Bmp4* (C, D), and *Fgf10* (E, F) mRNAs in the developing palatal shelves in wildtype (A, C, E) and *Foxf2*^*-/-*^ mutant (B, D, F) embryos at E13.5. White dash lines indicate the palate region. (G-J) Frontal sections showing expression of *Fgf10* mRNA in the anterior (G, H) and middle (I, J) regions of the developing palate in wildtype (G, I) and *Foxf2*^*-/-*^ mutant (H, J) embryos at E13.5. p, palatal shelf; t, tongue.
(TIF) Click here for additional data file.

S2 Fig Analysis of palate development defects in *Foxf1*^*c/c*^*Wnt1-Cre* mutant mouse embryos. (A, B) Ventral view of stained skeletal preparations of *Foxf1*^*c/+*^*Wnt1-Cre* (A) and *Foxf1*^*c/c*^*Wnt1-Cre* (B) neonatal skulls. Arrowheads indicate palatal processes of the palatine bones that have fused to each other in the *Foxf1*^*c/+*^*Wnt1-Cre* mice (A) but are absent in the *Foxf1*^*c/c*^*Wnt1-Cre* mice, exposing the presphenoid bone (marked with an asterisk) underneath (B). (C, D) Representative frontal sections from developing palatal shelves of *Foxf1*^*c/+*^*Wnt1-Cre* (C), and *Foxf1*^*c/c*^*Wnt1-Cre* (D) embryos, at E16.5. p, palatal shelf; t, tongue.
(TIF) Click here for additional data file.

S3 Fig Comparison of expression of *Fgf18* and *Shh* mRNAs in the palatal shelves in *Foxf1*^*c/+*^*Wnt1-Cre* and *Foxf1*^*c/c*^*Wnt1-Cre* mutant embryos. (A, B) Whole-mount *in situ* hybridization detection of *Fgf18* mRNAs in the developing palatal shelves in *Foxf1*^*c/c*^ (A) and *Foxf1*^*c/c*^*Wnt1-Cre* mutant (B) embryos at E13.5. (C, D) Whole-mount *in situ* hybridization detection of *Shh* mRNAs in the developing palatal shelves in *Foxf1*^*c/c*^ (C) and *Foxf1*^*c/c*^*Wnt1-Cre* mutant (D) embryos at E13.5.
(TIF) Click here for additional data file.

S4 Fig Comparison of expression of *Fgf18* mRNAs in *Foxf1*^*c/c*^*Foxf2*^*c/c*^ and *Foxf1*^*c/c*^*Foxf2*^*c/c*^*Wnt1-Cre* mutant embryos. Frontal sections showing expression of *Fgf18* mRNA in the anterior (A, B), middle (C, D) and posterior (E, F) regions of the developing palate in *Foxf1*^*c/c*^*Foxf2*^*c/c*^ (A, C, E) and *Foxf1*^*c/c*^*Foxf2*^*c/c*^*Wnt1-Cre* mutant (B, D, F) embryos at E12.5. p, palatal shelf.
(TIF) Click here for additional data file.

S5 Fig Comparison of *Shox2 and Barx1* mRNA expression patterns in *Foxf1*^*c/c*^*Foxf2*^*c/c*^ and *Foxf1*^*c/c*^*Foxf2*^*c/c*^*Wnt1-Cre* mutant embryos. (A-D) Whole-mount *in situ* hybridization detection of *Shox2* mRNAs in the developing palatal shelves in *Foxf1*^*c/c*^*Foxf2*^*c/c*^ (A, C) and *Foxf1*^*c/c*^*Foxf2*^*c/c*^*Wnt1-Cre* mutant (B, D) embryos at E12.5 (A, B) and E13.5 (C, D). (E-H) Whole-mount *in situ* hybridization detection of *Barx1* mRNAs in the developing palatal shelves in *Foxf1*^*c/c*^*Foxf2*^*c/c*^ (E, G) and *Foxf1*^*c/c*^*Foxf2*^*c/c*^*Wnt1-Cre* mutant (F, H) embryos at E12.5 (E, F) and E13.5 (G, H).
(TIF) Click here for additional data file.

# Supplementary material for: A Shh-Foxf-Fgf18-Shh Molecular Circuit Regulating Palate Development
**Source:** PLoS Genet. 2016 Jan 8;12(1):e1005769. doi: 10.1371/journal.pgen.1005769
**Supplement:** S2 Table

**S2 table. Primers used in real-time RT-PCR assay.**

| **Primer** | **Sequence (5’-3’)** |
| --- | --- |
| Foxf2-F | agcatgtcttcctactcgttg |
| Foxf2-R | tctttcctgtcgcacact |
| Osr2-F | ttgctcattcacgagaggac |
| Osr2-R | tcccacactcctgacatttg |
| Fgf18-F | agtggagacagataccttcgg |
| Fgf18-R | gtacttggcagacatcaggg |
| Shox2-F | cccactatccagacgctttc |
| Shox2-R | acctttgtgaagttgattttcctg |
| Barx1-F | cctccgattttgataccacgt |
| Barx1-R | gtcgcaccgtattcactgag |
| Ptch1-F | tcaggcaatacgaagcacag |
| Ptch1-R | caagggaggctgatgtct |
| Actin-R | GCATACAGGGACAGCACAGC |

How the deposited data were processed for this re-analysis (not part of the article)

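RNA from sorted RFP-positive palatal mesenchyme of 4 embryos at E13.5 was compared, 2 of them *Foxf2*-/- and 2 controls, of which 1 was *Foxf2*+/+ and 1 was *Foxf2*+/-. The authors made the FPKM values by aligning single-end reads to mm9 with Tophat and Bowtie and estimating each RefSeq transcript, in tables of the form Cufflinks writes, and deposited 1 table per embryo without pooling. The deposited coverage is the estimated mean read depth over a transcript, which the authors did not scale for library size. The version and options of the program that made the FPKM, and the read length, were not found in the paper or its supplements. The paper's own values in S1 Table are RPKM from Strand NGS, which is a separate calculation from the same reads.

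Entries were summed by gene symbol, and the 10 genes with a failed estimate in any embryo were left out, which kept 22086 genes. Values were tested as log2(FPKM + 0.1) for the 7698 genes with an FPKM of at least 5 in at least 1 embryo. A gene counted as changed against both controls when the mean of the *Foxf2*-/- embryos differed from each control by more than 1.5-fold in the same direction. limma 3.58.1 in R 4.3.3 was fitted with a variance trend, and p-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05 and a change of more than 1.5-fold. All adjusted p-values given for single genes are from limma. Tables were handled in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. Permutation tests across genes used 100000 permutations.

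The limma script and the criterion were tested on simulated data in which 200 of 7377 genes were changed by known fold changes, with the spreads of real genes. limma recovered 170 of the 200 genes with 2 false calls, and the criterion recovered 197 with 13 false calls. Every planted change was at least 2-fold, only entries of at least 200 bases were used, and both controls had the same mean. In the FPKM values only 35 S1 Table genes changed by more than 2-fold. The recovery therefore does not describe smaller changes, short entries or genes whose *Foxf2*+/- value lies between the others. With no gene changed, limma called 0 genes and the criterion called 25.

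The depth of the libraries in reads is unknown, because the files hold no counts. Relative to the *Foxf2*+/+ library, the *Foxf2*+/- library was 1.19 times as deep and the *Foxf2*-/- libraries 1.02 and 1.14 times as deep. No confidence interval that needs read numbers is given. Each control genotype had 1 embryo, so a difference between the controls has no replicate check.

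The genes named were those the paper names for palate expression and the *Fgf* genes with an FPKM of at least 1 in every embryo. They included the 10 genes with the largest change among those changed against both controls and shifted the same way in all 4 pairs. The S1 Table genes within 1 Mb of *Foxf2*, the hemoglobin genes, and *Xist* with 4 Y-linked genes were named as well. This rule, the tests and 18 alternative settings were fixed before the processed files arrived. They varied the pseudocount, the scaling between samples, the summing of entries, the filter, the fold-change threshold, the criterion, the limma design and the embryos included. Another setting, which keeps only entries of at least 200 bases with a usable estimate, was chosen after seeing the data, as were the genes named from it.

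Several tests in the closing section were first coded more narrowly than their predictions were worded, and were then run again as worded. The values given as the tests' results are those of the predictions as worded. The outcome of the test of the *Foxf2*+/- embryo changed with the coding, and the p-value for the genes near *Foxf2* rose, so both values are printed for these tests. The other outcomes did not change.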

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

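Of the 5 genes within 1 Mb of *Foxf2* on chromosome 13 of mm9 that pass the FPKM filter, besides *Foxf2* itself, 3 changed by more than 1.5-fold when the mean of the *Foxf2*-/- embryos was compared with the mean of the controls. The paper's text discusses none of them. *Foxq1* (31650039 to 31652843) had an FPKM of 1.08 in the *Foxf2*+/+ embryo, 9.01 in the *Foxf2*+/- embryo, and 17.9 and 19.9 in the *Foxf2*-/- embryos, a log2 fold change of 2.5307. *Exoc2* (30905787 to 31065916) was at 18.1, 28.8, 40.1 and 39.7 FPKM in the same order, a log2 fold change of 0.8011. A RIKEN cDNA gene between *Foxq1* and *Foxf2*, from 31657361 to 31674382, was at 12.9 and 6.09 FPKM in the controls and 0 and 0.56 in the *Foxf2*-/- embryos, a log2 fold change of -5.1195. All 3 shifted the same way in all 4 pairs of embryos. *Exoc2* did not pass 1.5-fold against the *Foxf2*+/- embryo, where its log2 change was 0.468. The main limma fit gave adjusted p-values of 0.408 for *Foxq1*, 0.397 for *Exoc2* and 0.378 for the RIKEN gene. The estimate for *Foxq1* depended on the control used. Its log2 fold change was 4.00 with the *Foxf2*+/- embryo left out and 1.06 with the *Foxf2*+/+ embryo left out. Fits with 1 embryo per control group take their spread from the *Foxf2*-/- embryos alone, so they cannot decide whether *Foxq1* passes. *Foxc1*, also within 1 Mb, was below the filter, at 0.772 FPKM in the *Foxf2*+/+ embryo, 1.15 in the *Foxf2*+/- embryo, and 1.89 and 2.05 in the *Foxf2*-/- embryos. Its log2 change was 1.25 against the *Foxf2*+/+ embryo and 0.724 against the *Foxf2*+/- embryo, past 1.5-fold against both, and it was not part of the main limma fit or of the window test. A candidate explanation is a local effect of the targeted *Foxf2* allele. The 5 genes near *Foxf2* that pass the filter had a mean absolute log2 fold change of 1.76, and a share of 0.02225 of 7595 windows of as many neighboring genes elsewhere reached as much. The test was prompted by *Exoc2* and *Foxq1*, changed genes of S1 Table in this same window. It therefore shows how unusual the window is and not why. The first coding of this test, over entries of at least 200 bases only, had given 0.00027. Regulation of the neighbors by Foxf2, and linked strain variants around the targeted allele, were not tested, and the pattern cannot be told apart from either.

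Beyond that region, 3 genes outside S1 Table changed against both controls and the same way in all 4 pairs when entries of at least 200 bases were kept, a setting chosen after seeing the data. *Shisa3* had a log2 fold change of 1.6798, *Hist1h4j* of -0.9189 and *Snhg7* of -0.7497, with adjusted p-values of 0.134, 0.061 and 0.081 from limma. No biological explanation was tested for them. *Hist1h4j* belongs to a family of near-identical genes that can share reads, so its value is uncertain.

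In the main fit 137 of the 184 genes changed against both controls had no entry of at least 200 bases with a usable estimate, and the paper does not discuss such genes. The 22 of them past the limma test were 60 to 100 bases long. A few reads on entries shorter than a sequencing fragment may account for this signal. Of 20 entries with signal in both embryos of one group and none in the other, 15 had a coverage closer between the 2 embryos than their FPKM, with a median absolute log2 ratio of 0.0195 for coverage and 0.257 for FPKM. This prediction was written after the values had been seen. No biological explanation was tested.

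Hemoglobin genes made up 0.102% of the summed FPKM in the *Foxf2*+/+ embryo, 0.641% in the *Foxf2*+/- embryo, 0.603% in the first and 1.5245% in the second *Foxf2*-/- embryo, and several are in S1 Table. Red blood cells among the sorted cells were tested with marker genes outside S1 Table. Of 15 markers with any signal, 4 were lowest in the *Foxf2*+/+ embryo and highest in the second *Foxf2*-/- embryo, short of the majority predicted. The markers were low, at 2.03 FPKM at most, which limits this test. *Slc4a1*, the marker with that value, followed the order of the hemoglobin share. It was at 0.139 FPKM in the *Foxf2*+/+ embryo, 1.45 in the *Foxf2*+/- embryo, and 0.757 and 2.03 in the *Foxf2*-/- embryos. The next highest markers, *Epor* and *Klf1*, did not follow it, so red blood cells were not excluded. The share was higher in the *Foxf2*+/- embryo than in the first *Foxf2*-/- embryo, so the groups overlapped.

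The sex of the embryos did not separate the groups. All 4 embryos expressed the Y-linked genes and had *Xist* below 0.05 FPKM. Log2 fold changes had a Spearman's rho across genes, which are not independent replicates, of 0.09601 with transcript length and 0.08112 with GC content. Both were under the 0.2 set in the prediction. Of the 3 ways to split the 4 embryos into pairs, 1 gave as many as 184 genes changed, the real one. The other splits gave 147 and 144 genes, and 3 splits are too few to tell the real count from an accidental one. limma called 26 genes in the real split and 15 and 23 in the others. With entries of at least 200 bases, the criterion gave 47 genes against 15 and 9, and limma 7 against 0 and 1.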

How the results depend on the processing

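Across the alternatives, 46 rows of the main results kept their value or their side of the threshold, and 28 did not. The number of S1 Table genes changed the same way was 120 and moved past the limit only when more than 2-fold was required, to 35. It ranged from 80 to 131 as each embryo was left out in turn.

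The number of genes changed against both controls, 184 in the main fit, was 775 with no filter, 109 with an FPKM of at least 1 in every embryo, 344 for mean against mean, and 69 when each of the 4 pairs had to pass. It ranged from 173 to 444 across the 4 fits that each left out 1 embryo, and was 47 with entries of at least 200 bases, a setting chosen after seeing the data. Filters that remove short or low entries lower the count, and dropping a control removes a condition that genes have to meet.

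The limma count of 26 became 9 with an FPKM of at least 1 in every embryo, 0 with the number of null alleles as a linear term, 86 with a separate mean for each genotype, from 44 to 63 with 1 embryo left out, and 7 with entries of at least 200 bases. The last fit was chosen after seeing the data.

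The *Fgf18* log2 fold change kept its direction in every fit, but its adjusted p-value from limma rose above 0.05 in several. It was 0.064 with no filter, 0.101 without the trend and 0.152 with a separate mean for each genotype, each at a log2 fold change of 0.9766, and 0.302 at 1.0389 with the linear term. With 1 embryo left out, the log2 fold change was from 0.9401 to 1.0131 and the adjusted p-value from 0.267 to 0.358. In the other fits set before the files arrived it stayed under 0.05, from 0.0107 with median-ratio scaling to 0.041 with the largest entry of each symbol. The fits that lost the call change the estimate of the spread, which rests on few embryos, but several change more than that. The fit with no filter tested 17497 genes, the linear term altered the log2 fold change, and others left out an embryo. The call for *Fgf18* therefore depends on the variance model, the filter and the embryos used.

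The number of S1 Table genes changed against both controls, 72, was 44 with a pseudocount of 1, 17 for more than 2-fold, 43 when each pair had to pass, and from 64 to 131 with 1 embryo left out. The fits without a control count changes against the remaining control alone.

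Small changes of unaffected genes reversed. *Foxf1a* went from -0.0556 to 0.0014 with quantile normalization, 0.0251 with median-ratio scaling, 0.0227 after rescaling without hemoglobin and 0.0637 with the linear term, and ranged from -0.2265 to 0.1154 with 1 embryo left out. *Osr2* went from -0.0583 to 0.0224 with median-ratio scaling and 0.0200 after rescaling without hemoglobin, and ranged from -0.1553 to 0.0388. *Barx1* ranged from -0.0499 to 0.1961. For single genes, 8 other rows were weaker, all of them for *Foxf2*, the deleted gene, and 2 were stronger, both for *Foxq1*. The *Foxq1* rows come from fits with 1 embryo per control group. The adjusted p-value of *Foxf2* from limma was 0.112 with no filter, 0.124 without the trend, 0.282 with the linear term, 0.107 with a separate mean for each genotype, and from 0.196 to 0.539 with 1 embryo left out. These are the fits in which the call for *Fgf18* was lost, so they also miss a gene known to be deleted.

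The replicate block was not run because only the *Foxf2*-/- embryos carry replicate numbers and the control genotypes have 1 embryo each. Without read counts, the precision of low FPKM values is unknown, which limits the counts without a filter.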

Differences from the paper's values

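The paper states that its 155 listed genes changed by more than 1.5-fold against both controls, and 72 of them did so in the FPKM values. In the paper's own RPKM values, on the log2(RPKM + 0.1) scale, 81 of the 155 genes met the same criterion. With the *Foxf2*+/- embryo left out the number was 131, within 1.5 times the paper's, but this setting removes the comparison with that control and is the count against the *Foxf2*+/+ embryo alone. None of the alternatives set before the files arrived that compare with each of the 2 controls separately closed the gap. Against the mean of the controls, 120 of the 152 compared genes changed by more than 1.5-fold in the direction of S1 Table, within 1.5 times the paper's 155. The smallest absolute log2 fold change that S1 Table gives for these genes is 0.588, for *Sema6d*, past the 0.585 of a 1.5-fold change. The fold changes in S1 Table follow the mean of the controls. For *Foxq1* it gives 2.68, between 4.08 against the *Foxf2*+/+ and 1.11 against the *Foxf2*+/- embryo in the paper's RPKM. The counts of 72 and 81 apply the criterion of the paper's text, which is stricter than that fold change.

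For *Fgf18* the log2 fold change was 0.9766, and the paper's in S1 Table is 1.04938. It was 1.0409 with quantile normalization, 1.0570 with median-ratio scaling, 1.0545 after rescaling without hemoglobin genes, 1.0389 with the number of null alleles as a linear term, and 1.0131 and 1.0105 without the *Foxf2*+/+ embryo and without the first *Foxf2*-/- embryo. Each of these was within the replicate SD of the paper's value, and the other alternatives set before the files arrived were not. This SD pools both groups on the log2 scale, and the controls in it differ in genotype. It was 0.050 for *Fgf18* and 2.43 for *Hba-a2*, so a wider gap of *Hba-a2* (3.18 against 1.87) did not count as a difference.

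For *Corin* the log2 fold change was 1.7488 against the paper's 1.86361. It was 1.8268 with quantile normalization, 1.8273 with median-ratio scaling and 1.8250 after rescaling without hemoglobin genes, which closed the gap, and none of the other alternatives set before the files arrived did.

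For *Dlx5* the log2 fold change was 0.4966 against the paper's 0.59167. The gap closed with quantile normalization (0.5804), median-ratio scaling (0.5762), rescaling without hemoglobin genes (0.5738), the largest entry of each symbol (0.6055), the linear term (0.5996), and without the *Foxf2*+/- embryo (0.5762) or the first *Foxf2*-/- embryo (0.5315). It stayed open under the other alternatives set before the files arrived. Quantile normalization, median-ratio scaling and rescaling without hemoglobin genes thus closed the gap for *Fgf18*, *Corin* and *Dlx5* alike. Median-ratio scaling also raised *Osr2* (-0.0583 to 0.0224) and *Foxf1a* (-0.0556 to 0.0251), so its shift was not specific to listed genes. The median ratio of RPKM to FPKM was 1.73 and 1.79 in the controls and 1.90 and 1.83 in the *Foxf2*-/- embryos, the direction of these gaps.

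The total of 184 genes is within 1.5 times the paper's 155, but only 42 genes are on both lists. The filter limits this overlap, since 92 of the compared S1 Table genes passed it. Another 30 S1 Table genes met the criterion against both controls but lay below the filter. The paper lists *Shox2* among genes changed against both controls, and in FPKM its log2 change was -0.413 against the *Foxf2*+/- embryo, less than 1.5-fold. In the paper's own RPKM values this change was -0.383, also less than 1.5-fold. *Hist1h2bq*, up-regulated in S1 Table, had a log2 fold change of 0 in FPKM. Larger gaps include *Lrch4*, at 4.08 in S1 Table and 0.086 in FPKM, and *Sap25*, at 3.22 and 0.017. *Gm6710* was at 2.03 in S1 Table and 2.1e-06 in FPKM.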

Other observations

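For many changed genes the *Foxf2*+/- embryo lay between the *Foxf2*+/+ embryo and the *Foxf2*-/- embryos, as with *Foxq1* and *Exoc2*. Library-wide similarity of the *Foxf2*+/- sample to the *Foxf2*-/- samples may account for this, and in the test as predicted that explanation was not excluded. Over all genes past the filter, 177 of 344 changed genes (51.5%) were nearer the *Foxf2*-/- mean in the *Foxf2*+/- than in the *Foxf2*+/+ embryo, against 1837 of 3224 unchanged genes (57.0%), with p = 0.05185 in Fisher's exact test. The test had first been coded over entries of at least 200 bases, without hemoglobin genes and *Foxf2*. There the numbers were 85 of 100 changed genes (85.0%) and 1819 of 3194 unchanged genes (57.0%), with p = 3.8e-09 in Fisher's exact test. Of the 344 changed genes in the test as predicted, 233 have no entry of at least 200 bases with a usable estimate. Some of these, such as *Snord72* and *Mir485*, were at 0 FPKM in both controls, so neither control could be nearer the *Foxf2*-/- mean. The test as predicted therefore cannot decide the question. The choice of the subset was made after seeing the data, so a graded effect of the number of *Foxf2* alleles remains a hypothesis that 1 embryo per control genotype cannot test.

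Of the 152 S1 Table genes compared, 32 did not change by more than 1.5-fold in the FPKM values. Genes of multigene families, whose reads may be shared between copies, made up 8 of the 32 (25.0%) and 11 of the 120 that did change (9.17%), with p = 0.03048 in Fisher's exact test. Requiring a duplicate tag for multi-locus symbols, as the test was first coded, gave the same p-value. Low expression was also tested. The geometric mean of the paper's RPKM was 8.48 for the genes that did not change and 11.9 for those that did (permutation test, p = 0.1305). The first explanation remains for a minority of these genes. Some of the 32 missed the log2 cutoff of 0.585 narrowly, such as *Cbln1* (0.569 in FPKM, 0.666 in S1 Table) and *Dclk2* (0.562 and 0.598). Others, such as *Lrch4* (0.086 and 4.08), missed it widely.

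*Pf4*, which is in S1 Table, was at 4.28 and 5.69 FPKM in the controls and 0.684 and 2.86 in the *Foxf2*-/- embryos. Macrophages among the sorted cells were tested as a source of this difference. Of 12 macrophage markers with signal, 1 was below both controls in both *Foxf2*-/- embryos and lowest in the embryo with the least *Pf4*, and the markers gave no common order over the embryos.

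For genes that the paper measured in dissected palatal shelves by RT-PCR, the FPKM in sorted mesenchyme was 41.1 ± 1.2 in the controls and 37.7 ± 4.0 in the *Foxf2*-/- embryos for *Bmp4*, 7.54 ± 0.53 and 8.11 ± 0.56 for *Msx1*, and 5.85 ± 0.99 and 4.18 ± 0.78 for *Fgf10* (SD, n = 2 each). The adjusted p-values from limma were 0.610, 0.693 and 0.426. The hedgehog pathway genes *Smo*, *Gli1*, *Gli2* and *Gli3* had log2 fold changes of 0.017, -0.080, -0.187 and 0.043, and *Shh* was below 0.3 FPKM in every embryo.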
